# Epigenetic control of cellular crosstalk defines gastrointestinal organ fate and function

**DOI:** 10.1038/s41467-023-36228-2

**Published:** 2023-01-30

**Authors:** Ryan J. Smith, Minggao Liang, Adrian Kwan Ho Loe, Theodora Yung, Ji-Eun Kim, Matthew Hudson, Michael D. Wilson, Tae-Hee Kim

**Keywords:** Stem-cell niche, Stem-cell niche, RNA sequencing, Chromatin

## Abstract

Epithelial-mesenchymal signaling in the gastrointestinal system is vital in establishing regional identity during organogenesis and maintaining adult stem cell homeostasis. Although recent work has demonstrated that Wnt ligands expressed by mesenchymal cells are required during gastrointestinal development and stem cell homeostasis, epigenetic mechanisms driving spatiotemporal control of crosstalk remain unknown. Here, we demonstrate that gastrointestinal mesenchymal cells control epithelial fate and function through Polycomb Repressive Complex 2-mediated chromatin bivalency. We find that while key lineage-determining genes possess tissue-specific chromatin accessibility, Polycomb Repressive Complex 2 controls Wnt expression in mesenchymal cells without altering accessibility. We show that reduction of mesenchymal Wnt secretion rescues gastrointestinal fate and proliferation defects caused by Polycomb Repressive Complex 2 loss. We demonstrate that mesenchymal Polycomb Repressive Complex 2 also regulates niche signals to maintain stem cell function in the adult intestine. Our results highlight a broadly permissive chromatin architecture underlying regionalization in mesenchymal cells, then demonstrate further how chromatin architecture in niches can influence the fate and function of neighboring cells.

## Abstract (web summary)

Mesenchymal-epithelial crosstalk plays a key role in gut development and stem cell homeostasis, though underlying mechanisms are still unclear. Here, the authors demonstrate that mesenchymal Polycomb Repressive Complex 2 controls niche signals for gut epithelial fate and growth.

## Introduction

Although intrinsic epigenetic mechanisms of organ specification and stem cell differentiation have been studied extensively^1^, little is known about epigenetic regulation of tissue-cross talk. The gastrointestinal (GI) system is a well characterized model to study intercellular communication. It is known that mesenchymal signals control organ specification and growth, as well as stem cell renewal and differentiation in GI development and adult homeostasis, respectively^2,3^.

In early GI development, cross-sections of the putative gastric and intestinal regions reveal a ring of undifferentiated mesenchymal cells surrounding a single-cell layer of pseudostratified epithelial cells^2^. Despite these morphological similarities, regional differences in gene expression demarcate organ boundaries. A few organ- and region-specific mesenchymal homeobox transcription factors (TFs) have been known to play critical roles in GI organ specification and regional identity. *Hox* genes display regionalized expression patterns along the proximal-distal axis: 3′ genes are expressed in proximal regions, whereas 5′ genes are restricted to distal regions^4^. While loss of function studies for individual *Hox* genes have shown mild or no obvious defects, suggesting redundancy due to their significantly overlapping expression patterns^5^, gain of function studies for distal *Hox* genes in the chick midgut mesenchyme have demonstrated their capacity to differentiate the overlying epithelium toward a distal gut identity^6^. The expression of the mesenchyme-specific TF *Barx1* denotes the prospective gastric region, and its loss leads to a loss of gastric fate; Wnt activity is low in the developing stomach, with BARX1 activating Wnt antagonists such as the secreted Frizzled-related proteins, sFRP1 and sFRP2^7^. While these studies highlight how mesenchymal TFs influence GI organ specification and regional identity through the regulation of niche signals, the epigenetic mechanisms underlying this tissue crosstalk are currently unknown.

Wnt signaling is essential for intestinal development and stem cells^8^. Paneth cells surrounding Lgr5+ intestinal stem cells are a critical source of Wnt ligands for stem cell activity and organoid formation^9^. Interestingly, upon depletion of Paneth cells in vivo, stem cell activity remains intact, suggesting additional sources of Wnt ligands^10,11^. Corroborating this data, epithelial Wnt ligand knockout and genetic inhibition of Wnt ligand secretion does not lead to obvious defects in the intestine^12–14^. Mesenchymal cells express various Wnt ligands in both GI development and adult homeostasis^15–18^. Indeed, the genetic inhibition of Wnt secretion from pericryptal mesenchymal cells in close proximity to gut epithelial stem cells, and mesenchymal cells more broadly leads to stem cell and GI developmental defects, respectively, demonstrating the importance of mesenchymal factors for GI organ development and stem cell functionality^19–24^. However, it remains unclear how these mesenchymal niche signals are controlled.

Here, we sought to identify the role of chromatin in regulating the intercellular communication critical to proper development of the gastrointestinal system. Utilizing gastrointestinal mesenchyme-specific reporter mice, we analyzed mesenchymal chromatin patterns and gene expression. Although key lineage-defining genes such as *Barx1* and *Hox* genes undergo tissue-specific chromatin regulation, we surprisingly found broadly permissive and highly similar chromatin accessibility patterns in both stomach and intestinal mesenchymal cells. By genetically inhibiting the Polycomb Repressive Complex 2 (PRC2), we have demonstrated that PRC2 controls mesenchymal niche signals essential for GI organ specification and proliferation through the maintenance of bivalent gene promoters.

## Results

### Gastrointestinal mesenchymal cells possess broadly similar chromatin accessibility profiles

To define organ-specific transcriptional programs of mesenchymal niches during GI development, we isolated mesenchymal cells of the stomach and intestine, using *Bapx1*^*Cre/+*^;*Rosa26*^*mTmG*^ mice at embryonic day (E)13.5, just prior to the establishment of region-specific morphological changes (Fig. 1a). 

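RNA was sequenced from sorted GFP+ cells in 2 libraries of the control intestine and 2 of the control stomach at E13.5. In the *Bapx1*-Cre reporter mice, cells that express Cre, and their descendants, switch from membrane Tomato to membrane GFP. The libraries were stranded and made from poly(A) RNA, with spike-in RNA added before library preparation. The authors trimmed the reads, aligned them to the mouse genome GRCm38/mm10 with STAR and counted read pairs on GENCODE vM4 gene models with featureCounts. The deposited counts are not normalized and list 43280 genes by symbol, together with 99 spike-in transcripts. Between 30236159 and 39606157 counts fell on genes in each control library. A count of 0 in the smallest of these libraries allows up to 0.0992 CPM (counts scaled by the library total), a limit that covers counting error only. Gene counts were scaled with the TMM method of edgeR and compared with its quasi-likelihood F-test, with Benjamini-Hochberg adjustment. The 8 embryonic libraries, including those of *Eed* KO embryos, were fitted together with a mean for each of 4 groups, so that all groups share the estimate of the spread. The low-count filter of edgeR kept 16218 genes, with a biological coefficient of variation of 15.8%. As in the study, DEGs are genes with an adjusted p under 0.05 and a log2 fold change above 1 in size. In simulated counts with 200 changed genes, the same procedure recovered 75.5% of them in the comparison of the organs and made 10 false calls. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so p-values rest on the edgeR model.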

Debris were excluded based on forward and side scatter properties, and dead cells were removed based on staining with the cell viability dye, Sytox Blue (Fig. S1). RNA-seq of these mesenchymal populations revealed hundreds of differentially expressed genes (DEGs) between the stomach and intestine: 275 genes display increased intestinal expression, while 650 genes show high gastric expression (Fig. 1b and Fig. S2a). This analysis not only validates the expression of *Barx1*, known to be restricted to the stomach mesenchyme, but also identifies poorly described organ-specific mesenchymal genes. For example, transcriptional regulators such as *Mecom* in the stomach and *Hand1* in the intestine may play important roles during GI organ specification (Fig. 1b, c).

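Of the 16218 genes tested, 273 were higher in the intestine and 549 were higher in the stomach. The genes with the largest changes, among DEGs with a mean of at least 1 CPM and no overlap between the organs, were *Hox* genes in the intestine. *Hoxd9*, *Hoxd10* and *Hoxd11* had no counts in either stomach library and were at least 294-fold, 252-fold and 220-fold higher in the intestine. In the stomach, *Ptgdr* was at least 146-fold and *Nkx6-1* at least 74.4-fold higher, with no counts in either intestinal library. *Lhx9* had 946 counts in the stomach libraries and 2 in the intestinal libraries, a ratio of 428 with a 95% counting interval from 118 to 3536. Across the 39 *Hox* genes, 17 were DEGs higher in the intestine and 3 were DEGs higher in the stomach, and adjusted over the list alone these counts were 18 and 4. When each control library was left out in turn, 263 to 265 of the intestinal DEGs and 511 to 536 of the gastric DEGs kept their direction and a log2 fold change above 1. The alternative that moved the counts most scaled the libraries by their spike-in totals, which shifted the median of all genes by 0.30 on the log2 scale and left 70 genes higher in the intestine and 85 higher in the stomach.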

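*Barx1* lies on chromosome 13 from 48662998 to 48666507 and encodes a homeobox transcription factor. Its expression was 592 ± 49 CPM (SD, n = 2) in the stomach and 1.01 ± 0.669 CPM (SD, n = 2) in the intestine. This difference corresponds to a log2 fold change of -9.23 for the intestine against the stomach (standard error 0.41, adjusted p = 5.9e-05 from edgeR). Without intestinal replicate 1 it was -8.63, and without intestinal replicate 2 it was -10.11, the range over the libraries left out in turn. Both stomach libraries were above both intestinal libraries.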

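*Mecom*, on chromosome 3 from 29951296 to 30548008, was expressed at 45.7 ± 9.69 CPM (SD, n = 2) in the stomach and 0.199 ± 0.00371 CPM in the intestine. Its log2 fold change for the intestine against the stomach was -7.82 (standard error 0.27, adjusted p = 2.5e-05 from edgeR). *Hand1*, on chromosome 11 from 57828705 to 57832818, showed the opposite pattern, with 91.6 ± 2.49 CPM in the intestine and 1.11 ± 1.18 CPM in the stomach. The log2 fold change was 6.40 (standard error 0.65, adjusted p = 0.0016 from edgeR), with 8.33 when stomach replicate 1 was left out and 5.57 when stomach replicate 2 was left out. *Pitx1*, on chromosome 13 from 55825051 to 55836192 and shown in Fig. 1c, was a gastric DEG with 189 ± 43 CPM in the stomach and 10.4 ± 3.82 CPM in the intestine (log2 fold change -4.18, standard error 0.27, adjusted p = 0.00032 from edgeR). From such organ-specific expression, the paper proposes that *Mecom* and *Hand1* have roles in the specification of the organs.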

**Fig. 1:**
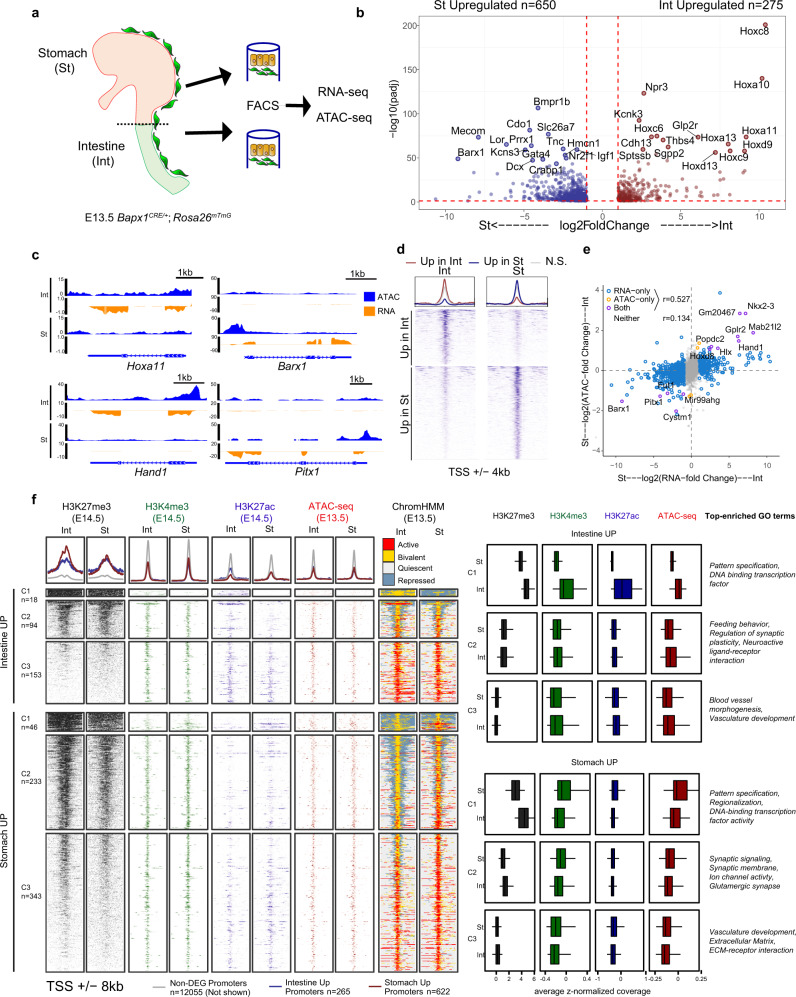
Epigenetic regulation of mesenchymal niches in GI development. **a** Diagram of GFP + mesenchymal cell isolation from E13.5 *Bapx1*^*Cre/+*^;*Rosa26*^*mTmG*^ mice. **b** Differentially expressed genes (DEGs) in RNA-seq data from E13.5 intestinal (Int, blue) versus stomach (St, red) mesenchyme (*n* = 2 biological replicates per tissue). Dashed red lines show thresholds for FDR adjusted *p*-value = 0.05 and log2(fold-change) = ±1. The top 15 genes per tissue, ranked by *p*-value, are labeled. **c** RNA-seq and ATAC-seq signals at example genes with tissue-specific expression and accessibility in the intestine (left) and stomach (right). Tracks depict merged signals from *n* = 2 biological replicates. Negative values indicate reverse-strand signal. Gene models from the WashU browser refGene track are shown. **d** E13.5 mesenchymal ATAC-seq signals for Int and St. Top: aggregate profiles for differentially accessible regions (DARs) in St (blue), Int (red), and non-significantly (N.S.) differential regions are shown for Int (left) and St (right). Bottom: Heatmap of ATAC signals for Int (top) and St (bottom) DARs. Viewing range shows peak center ±4 kb. **e** Comparison of DE and DA gene promoters in St versus Int. Pearson’s *R* is reported. **f** Aggregate profiles show signals from ENCODE E14.5 histone ChIP-seq and E13.5 ATAC signals from Int (left) and St (right) at expressed gene promoters. DEGs are categorized and color-coded as above. Simplified ENCODE ChromHMM chromatin state annotations are centered on promoters of DEGs, as described in panel. Top enriched GO terms are listed beside their corresponding cluster. Box and whisker plots show median (center), 1st and 3rd quartiles (limits of box). Whiskers extended to largest value within 1.5* the interquartile range (defined by box). (*n* = number of peak regions in each corresponding cluster (left of heatmap)).

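ATAC-seq marks accessible chromatin by the insertion of sequencing adapters with a transposase. The authors trimmed the reads, aligned them to GRCm38/mm10 with BWA-mem, kept high-quality alignments and called broad peaks with MACS2 on the pooled replicates of each condition. The deposited lists therefore hold 1 set of peaks per organ, with a fold enrichment and a -log10 q for each peak, and allow no comparison between replicates. Read depth is not part of the lists, so no counting interval can be given. The control intestine had 103808 peaks that cover 73.8 Mb, with a median fold enrichment of 3.81. The control stomach had 115789 peaks that cover 80.4 Mb, with a median fold enrichment of 3.63. In these lists, 13.5% of the intestinal and 20.0% of the gastric peaks had a q above the threshold stated in the methods. Peaks that overlapped by at least 1 bp were merged with bedtools, and a merged region was counted as shared when both lists had a peak in it. Differential accessibility was not tested, because the lists give presence or absence of a peak and not counts per replicate.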

To determine whether these organ-specific transcriptional programs are regulated at the chromatin level, we conducted ATAC-seq^25^ with E13.5 gastric and intestinal mesenchymal cells isolated from *Bapx1*^*Cre/+*^;*Rosa26*^*mTmG*^ mice, identifying 157,015 accessible chromatin regions in the stomach and intestine. Among these chromatin regions, 1635 (1.04%) were identified as differentially accessible regions (DARs), which include 1029 regions with increased accessibility in the stomach and 606 regions with increased accessibility in the intestine (Fig. 1d). These data suggest that during early development, the gastric and intestinal mesenchyme exist in a broadly permissive and highly similar chromatin state, sharing over 155,000 accessible regions between them (Fig. S2b, S2c). This remarkable similarity in chromatin accessibility is reminiscent of the broadly permissive chromatin pattern observed in the adult intestinal epithelium^26^, suggesting that mesenchymal cells at this stage may indeed possess an innate lineage plasticity.

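Merging the control lists gave 131745 accessible regions. Of these regions, 86607 (65.7%) had a peak in both organs, 16618 had a peak in the intestine alone and 28520 had a peak in the stomach alone. Counted by peak, 84% of intestinal peaks overlapped a gastric peak, and 75.4% of gastric peaks overlapped an intestinal peak. Intestinal peaks that overlapped a gastric peak had a median fold enrichment of 4.16, and those that did not had a median of 2.80. For gastric peaks, the corresponding medians were 4.13 and 2.78. Requiring that the overlap cover at least 50% of each peak moved these values most, to 65.7% of intestinal and 58.9% of gastric peaks. A peak missing from a list means only that it did not pass the authors' threshold in the pooled reads. From the small number of regions that differ between the organs, the paper proposes that both mesenchymal populations hold a permissive and closely similar chromatin state.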

### GI lineage-specific regulators show differences in chromatin accessibility

Despite the highly similar chromatin accessibility landscapes between the stomach and intestine, we observed a correlation between transcription and accessibility of promoters that are either differentially expressed or in proximity (within 1 kb) of a DAR (Pearson’s *r* = 0.527 for DEG or DAR-proximal promoters, versus *r* = 0.134 for gene promoters without significant changes in expression; *p* < 2.2e−16) (Fig. 1e). Further, DEGs were more likely to be associated with promoter proximal DARs than expected by chance (11.2-fold, hypergeometric *p* < 2.7e−20 for ±1 kb). Indeed, we found known mesenchymal regulators of gastric and intestinal fate, such as *Barx1*^7^ and *Nkx2–3*^27^, that display tissue-specific differences in both expression and promoter accessibility, suggesting that mesenchymal chromatin accessibility may regulate the expression of lineage-determining genes, despite broad similarities in chromatin accessibility (Fig. 1e).

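*Nkx2-3*, on chromosome 19 from 43612325 to 43615892, was expressed at 167 ± 19 CPM (SD, n = 2) in the intestine and 1.13 ± 1.31 CPM (SD, n = 2) in the stomach. The log2 fold change was 7.24 (standard error 0.67, adjusted p = 0.0011 from edgeR), with 9.65 when stomach replicate 1 was left out and 6.35 when stomach replicate 2 was left out. Within 1000 bp of its transcription start at 43612325, the intestinal list had a peak from 43611993 to 43612827 with a fold enrichment of 6.51 and a -log10 q of 113. The gastric list had a weaker peak there, from 43612139 to 43612693, with a fold enrichment of 2.74 and a -log10 q of 4.75. At the transcription start of *Barx1*, both lists again had a peak. Its fold enrichment was 3.76 in the stomach and 3.40 in the intestine, and its -log10 q was 30.6 and 8.71. With 1 list per organ, none of these differences between peaks could be tested.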

### Chromatin bivalency may explain the broadly permissive chromatin architecture

Importantly, the majority of DEG promoters were associated with modest or non-significant changes in chromatin accessibility, with 50% of DEG promoters exhibiting <1.15-fold change in ATAC-seq signal, indicating that factors beyond accessibility may contribute to their regulation (Fig. 1b, e). 

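Promoter peaks were compared for all tested genes with a known transcription start. The start was taken as the outermost annotated exon end of each gene, so other promoters of a gene may lie outside the window. Of the 822 organ DEGs, 715 (87.0%) had a peak within 1000 bp of the transcription start in both control lists. A peak in only 1 of the lists was found at 34 of the DEG promoters (4.14%) and at 216 of 15369 other promoters (1.41%). This difference had an odds ratio of 3.03 (two-sided Fisher exact test, p = 1.5e-07). At 20 of the 34 promoters, the peak was in the organ with the higher expression, and at 14 it was in the other organ. Genes are not independent replicates, and the test covers presence or absence of a peak, not its strength. When only peaks with a -log10 q of at least 5 were kept, the share of DEG promoters with a peak in 1 list alone rose to 7.06%, the largest move among the alternatives. The peak was then in the organ with the higher expression at 44 promoters and in the other organ at 14. These numbers were 17 and 5 with a window of 5000 bp and 26 and 14 with DEGs from DESeq2.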

We theorized that histone modifications could inform epigenetic mechanisms that regulate tissue-specific transcription independent of accessibility. Accordingly, we investigated histone modifications at the promoters of DEGs using ENCODE histone ChIP-seq and chromHMM chromatin state predictions from E14.5 whole mouse intestine and stomach^28,29^. We specifically focused on H3K27ac (associated with active regulatory elements), H3K27me3 (associated with Polycomb-mediated repression), and H3K4me3 (associated with active and poised promoters). Overall, DEG promoters were enriched for H3K27me3 compared to non-DEG promoters, and clustering of DEGs based on H3K27me3 revealed three distinct clusters for both sets of DEGs: C1—broad H3K27me3 peaks, C2—high focal H3K27me3, and C3—low focal H3K27me3. Interestingly, H3K4me3 is present at the TSS of all clusters in stomach and intestine DEGs. In C3, H3K4me3 coincides with H3K27ac, indicative of active promoters. In C1 and C2, H3K4me3 overlaps with H3K27me3 (Fig. 1f). The co-occupancy of H3K4me3 and H3K27me3 (seen at our DEG gene promoters in both tissues) is a hallmark of bivalent chromatin, wherein repressive and activating chromatin marks occupy the same locus, priming the downstream gene for transcriptional activation^30,31^.

Given the co-occupancy of H3K4me3 and H3K27me3 at DEG promoters, we hypothesized that mesenchymal chromatin bivalency may play a key role in GI regionalization and that resolution of bivalent chromatin may lead to activation of tissue-specific transcriptional programs. Indeed, annotating DEG clusters with ChromHMM maps validates that C1 and C2 promoters are bivalent^28,29^. We observed that a substantial fraction of stomach-upregulated gene promoters (33%, 233/622) switch from bivalent in the intestine to active in the stomach, but this pattern is absent for genes upregulated in the intestine (Fig. 1f). This data suggests that chromatin bivalency may be a key mechanism for regulating region-specific mesenchymal gene expression, implying a potential role for Polycomb-mediated restriction of stomach-associated genes in the intestinal mesenchyme.

### Loss of mesenchymal PRC2 alters gastrointestinal epithelial fate and function

Based on our finding of tissue-specific H3K27me3 at DEGs versus non-DEGs, and the observed chromatin bivalency at DEGs (Fig. 1f), we hypothesized that loss of H3K27me3 would impair the resolution of chromatin bivalency and alter accessibility at lineage-defining genes, leading to permissive chromatin, active transcription, and disrupted regionalization. To test the requirement of H3K27me3 in GI specification and regionalization, we genetically inhibited PRC2 function in the mesenchyme of the primitive gut tube by deleting Embryonic Ectoderm Development (*Eed*), a core component of PRC2 (*Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^) (Fig. 2a). Immunofluorescence staining of H3K27me3 showed that mesenchymal PRC2 is disrupted upon *Eed* deletion (Fig. S3a, S3b).

**Fig. 2:**
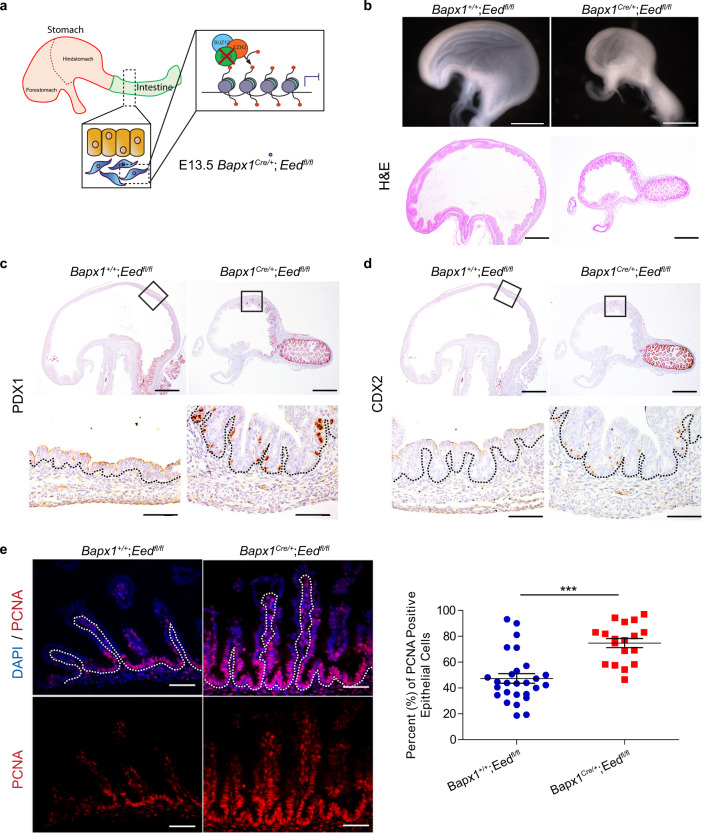
Mesenchymal loss of PRC2 disrupts GI epithelial fate and function. **a** Diagram of mesenchymal PRC2 ablation (*Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^). **b** Whole mount imaging (top), and Haematoxylin and Eosin staining (bottom) of KO and control mice (*Bapx1*^*+/+*^;*Eed*^*fl/fl*^) at E17.5. **c**, **d** Immunohistochemistry against PDX1 (**c**) and CDX2 (**d**) shows expression of both markers in the epithelial layer of the proximal hindstomach (*n* = 3 biologically independent samples for each genotype). **e** PCNA immunofluorescence shows epithelial proliferation in E17.5 mice. Average percentage of proliferating intestinal epithelial cells per villus across *n* = 8 *Bapx1*^*+/+*^;*Eed*^*fl/fl*^ mice and *n* = 5 *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^ mice (duodenal tissues, ±SEM, ***P < 0.001 by Student’s *t*-test, two-tailed). Source data are provided as a source data file. Scale bars represent 50 µm. Dashed lines separate the epithelium (Epi) and mesenchymal cells (Mes).

Notably, the loss of PRC2 significantly reduced both stomach size and gut length, leading to misshapen structures on the luminal surface of the hindstomach (Fig. 2b and Fig. S4a). To determine if PRC2 disruptions result in altered regionalization, we investigated several regional markers of gastric and intestinal identity. Notably, stomach epithelial cells ectopically expressed CDX2^32,33^ (an intestinal marker) and PDX1^34^ (a distal hindstomach and proximal intestinal marker) (Fig. 2c, d). These changes are occurring in epithelial tissues, despite mesenchymal ablation of PRC2. This suggests that mesenchymal PRC2 may control intercellular communication to direct regional fate decisions. We also analyzed the intestine but observed no obvious changes in either cell death or intestinal identity (Fig. S4b–d). Instead, we found a significant increase in intestinal epithelial proliferation in response to mesenchymal PRC2 loss (Fig. 2e). Together, our data suggest that mesenchymal PRC2 may control GI epithelial fates and proliferation through intercellular communication.

### PRC2 controls the expression of key lineage-defining genes

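RNA-seq libraries of *Eed* KO mesenchyme, 2 from the intestine and 2 from the stomach at E13.5, were processed by the authors like the control libraries and are given as unnormalized counts. Each *Eed* KO library held between 35876989 and 36996971 counts on genes. The spike-in transcripts, 92 ERCC and 7 SIRV sequences, received 26227 and 26837 counts in the control intestine and 14932 and 5501 in the *Eed* KO intestine. In the stomach, they received 37590 and 36020 counts in control and 12108 and 4871 in *Eed* KO libraries. In both organs, *Eed* KO replicate 1 contained almost no *Xist* (0.0792 CPM in the intestine and 0.0537 CPM in the stomach), whereas replicate 2 contained 56.1 and 52.2 CPM. Each organ was compared between the genotypes within the fit of all embryonic libraries. In simulated counts with 200 changed genes, 79% were recovered in the stomach and 82% in the intestine, with 6 false calls in each. For the interaction contrast, 76.5% were recovered, with 33 false calls. The study removed unwanted variation with RUV factors from the spike-in transcripts, but the paper's text does not give their number, so a fit with 1 such factor was run as an alternative. This factor was negative in each control and positive in each *Eed* KO library, so fitting it may also remove part of an effect of *Eed* loss. Whether the change in the difference between the organs is itself significant was tested with the interaction contrast of the study, at its thresholds of an adjusted p under 0.2 and a log2 fold change above 1 in size.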

To understand the mechanisms by which PRC2 controls GI regionalization and intercellular communication, we analyzed chromatin accessibility and transcriptional profiles of gastric and intestinal mesenchymal cells in our *Eed* KO model by isolating mesenchymal cells from *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^;*Rosa26*^*mTmG*^ mice at E13.5. We first found that mesenchymal *Eed* expression is significantly reduced upon *Eed* deletion (Fig. S3c). 

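*Eed* lies on chromosome 7 from 89954656 to 89980983. It was expressed at 39.1 ± 1.45 CPM (SD, n = 2) in the control intestine and 9.66 ± 1.52 CPM (SD, n = 2) in the *Eed* KO intestine. The log2 fold change was -2.02 (standard error 0.21, adjusted p = 0.0046 from edgeR). In the stomach, expression was 40.8 ± 1.01 CPM in control and 9.43 ± 2.86 CPM in *Eed* KO libraries, with a log2 fold change of -2.11 (standard error 0.21, adjusted p = 0.0017 from edgeR). Counts on *Eed* in the *Eed* KO libraries were 407 and 301 in the intestine and 427 and 270 in the stomach, against 1193 to 1627 in the control libraries. Scaling by spike-in totals shifted the median of all genes by 1.85 in the intestine and 2.39 in the stomach, and relative to this shift the change of *Eed* was -2.08 and -2.25. Under this scaling, the test, which is not relative to the shift, did not call *Eed*.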

Analyzing the transcriptional effects of PRC2 loss in both organs, we identified 922 DEGs (749 DEGs in the stomach, 488 DEGs in the intestine, with 254 common to both organs) (Fig. 3a, b). 

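In the stomach, 785 genes were higher and 131 were lower in *Eed* KO than in control libraries, which gives 916 DEGs. In the intestine, 386 genes were higher and 37 were lower, which gives 423 DEGs. The organs shared 325 DEGs, of which 296 were higher in both organs and 25 were lower in both, and 1014 genes were DEGs in at least 1 organ. Among DEGs with a mean of at least 1 CPM and no overlap between genotypes, the largest increases in the stomach included *Zic1* (at least 1051-fold) and *Hoxb13* (at least 404-fold), neither of which had a count in a control stomach library. In the intestine they included *Hoxb13* (at least 169-fold), *Vax2* (at least 98.4-fold) and *Tbx5* (at least 75.3-fold), which had no counts in the control intestine. Of 16 tested genes from a list of PRC2-silenced developmental genes, 12 were higher in the *Eed* KO stomach and 10 in the *Eed* KO intestine, and adjusted over the list alone 13 and 14 were higher. With each library of the compared groups left out in turn, 719 to 776 of the higher and 119 to 124 of the lower genes in the stomach kept their direction and a log2 fold change above 1. In the intestine, 367 to 383 of the higher and 36 to 37 of the lower genes did so. Scaling by spike-in totals moved the counts most, to 15419 higher genes in the stomach and 13664 in the intestine. With DESeq2 and 1 RUVg spike-in factor, the split of the calls also changed, to 360 higher and 338 lower genes in the stomach and 310 higher and 166 lower genes in the intestine.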

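The DEGs of *Eed* KO in either organ were compared with the organ DEGs of control embryos. Of the 1014 *Eed* KO DEGs, 240 (23.7%) were also DEGs between the control organs, against 51.4 expected if both lists were independent. A one-sided hypergeometric test gave a base-10 logarithm of p of -100.2. Because both comparisons use the same control libraries, the overlap was also set beside simulated data in which the fitted *Eed* KO effects were placed on random genes of like expression. In 50 such draws, the share had a median of 11.3% and ranged from 9.07% to 13.8%. Expression was matched on the mean of both control organs, not on the level in the organ with the change. The draws therefore cannot show whether organ genes rise more than other genes silent in the same organ. They also called 1260 to 1440 *Eed* KO DEGs, more than the 1014 in the libraries, so their range is only a rough reference. Across the 822 organ DEGs, the difference between the organs in *Eed* KO libraries was regressed on the difference in control libraries. The slope was 0.495, with a Pearson correlation of 0.819 across genes, which are not independent replicates. In 50 draws of *Eed* KO libraries without any effect, selection of the DEGs on the control libraries alone gave slopes from 0.816 to 0.891, with a median of 0.857. The difference between the organs was smaller in *Eed* KO than in control for 84.2% of organ DEGs, against a median of 68.1% in these draws. The slope stayed between 0.477 and 0.518 when each library was left out in turn. Under the other settings, the largest move of the slope was to 0.456, with scaling by spike-in totals. With that scaling, 15708 of the 16218 tested genes were *Eed* KO DEGs, so its share of 0.891% (140 genes, with 150.1 expected) says little about the overlap.

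**Figure D1:**
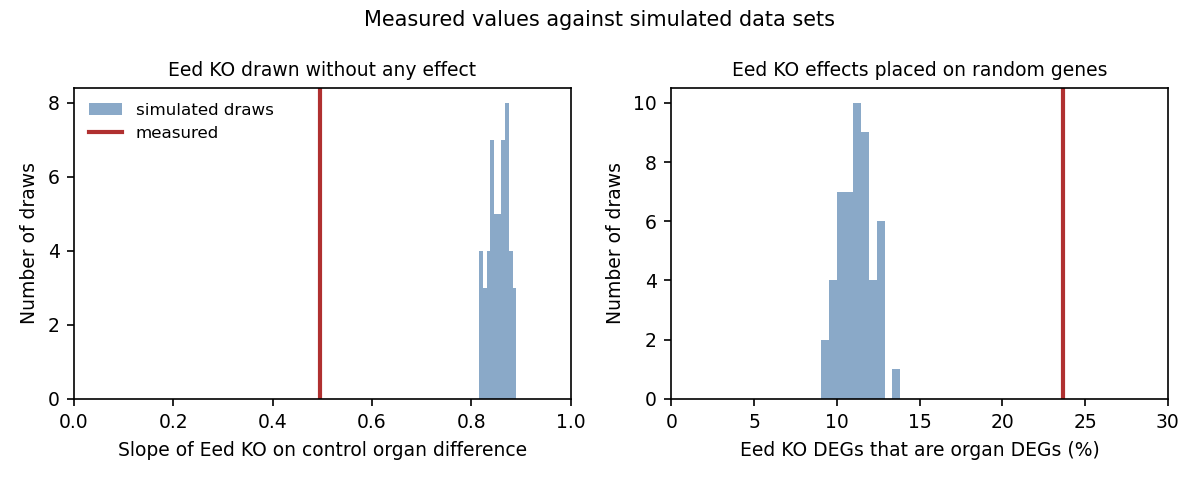
Left, slopes of the *Eed* KO organ difference on the control organ difference in 50 draws without any *Eed* KO effect (bars, number of draws) and in the libraries (line, 0.495). Right, percent of *Eed* KO DEGs that are organ DEGs in 50 draws with the *Eed* KO effects placed on random genes (bars) and in the libraries (line, 23.7%); both lines lie outside the range of their draws.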

Genes sensitive to *Eed* deletion were significantly enriched for DEGs identified between control organs (232/922; *p* < 2.68e−77; hypergeometric test), and differences in organ-specific gene expression were diminished upon *Eed* KO (Fig. 3c and Fig. S5a). 19.6% of genes upregulated in the *Eed* KO stomach were enriched in the control intestine relative to the stomach, while 31.5% of genes upregulated in the *Eed* KO intestine were enriched in the control stomach (Supplementary Data 1, KO.vs.WT.Int and KO.vsWT.St.). These examples include organ-specific TFs such as *Hoxa11* and *Barx1* (Fig. 3e). 

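Of the 785 genes higher in the *Eed* KO stomach, 90 (11.5%) were higher in the control intestine than in the control stomach. When *Eed* KO effects were placed on random genes, this share had a median of 4.27% and ranged from 2.33% to 5.7%. Of the 386 genes higher in the *Eed* KO intestine, 87 (22.5%) were higher in the control stomach, against a median of 8.37% and a range from 5.66% to 12.1% in the simulated draws. Genes that mark the same organ in control embryos made up 8.28% of the genes higher in the *Eed* KO stomach and 3.11% of those higher in the *Eed* KO intestine. The simulated medians of these shares were 6.68% and 3.97%. Random genes were matched on the mean of both control organs, so the draws do not separate organ genes from other genes silent in that organ. Scaling by spike-in totals, moved the shares most, to 0.402% and 0.527%, but it calls most tested genes as higher in *Eed* KO, so that these shares say little.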

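*Hoxa11*, on chromosome 6 from 52242106 to 52245810, had no counts in either control stomach library and 360 and 479 counts in the *Eed* KO stomach libraries, an increase of at least 286-fold. In the control intestine it was at least 315-fold above the control stomach, at 13.1 ± 0.263 CPM (SD, n = 2). The *Eed* KO intestine, at 16 ± 3.34 CPM, did not differ from this level (log2 fold change 0.29, standard error 0.21, adjusted p = 0.69 from edgeR). *Barx1* rose in the *Eed* KO intestine to 11.3 ± 2.64 CPM (SD, n = 2), with a log2 fold change of 3.53 (standard error 0.37, adjusted p = 0.0047 from edgeR). This change was 2.92 without control replicate 1 and 4.40 without control replicate 2. In the *Eed* KO stomach, *Barx1* was at 345 ± 48.5 CPM, and the log2 fold change of -0.78 (standard error 0.27, adjusted p = 0.14 from edgeR) was not significant. The interaction test called both genes, with an adjusted p of 0.0081 for *Hoxa11* and 0.031 for *Barx1* (edgeR), except that *Barx1* was not called when libraries were scaled by spike-in totals.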

Intestine-upregulated DEGs were twice as likely to be susceptible to PRC2 loss compared to stomach-upregulated DEGs (68/275 intestine DEGs versus 90/650 stomach DEGs, Fishers exact test *p* = 0.0001). These findings indicate that PRC2 regulates the expression of lineage-determining factors in an organ-specific manner, and mesenchymal PRC2 loss may fail to properly define organ fate prior to regionalization, leading to organs becoming more similar to one another.

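The interaction contrast called 75 genes whose difference between the organs was altered in *Eed* KO. Taken as the difference (intestine minus stomach) in control minus that in *Eed* KO, it was positive for 44 and negative for 31 genes. Of the 273 DEGs higher in the control intestine, 33 (12.1%) were among the called genes, compared with 22 of the 549 DEGs higher in the control stomach (4.01%). The odds ratio was 3.29 (two-sided Fisher exact test, p = 4e-05). In draws with the *Eed* KO effects placed on random genes, the odds ratio had a median of 1.39 and ranged from 0.361 to 2.54. The contrast called 261 to 453 genes in these draws, more than in the libraries, so this range is only a rough reference. The paper states that the organs were separated from each animal, and a block by embryo pool treats same-numbered libraries of a genotype as coming from the same embryos. With this block, the contrast called 350 genes, 104 of them higher in the control intestine and 116 in the control stomach, with an odds ratio of 2.12. With a replicate block across all groups, it called 187 genes, 71 and 61 of them in these sets, with an odds ratio of 2.73. With DESeq2 and 1 RUVg spike-in factor, the number of called genes was 243. Of these, 66 were higher in the control intestine and 82 were higher in the control stomach, with an odds ratio of 2.05. From these comparisons, the paper concludes that PRC2 regulates lineage-determining factors in a manner specific to each organ, and it proposes that loss of PRC2 makes the organs more alike.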

**Fig. 3:**
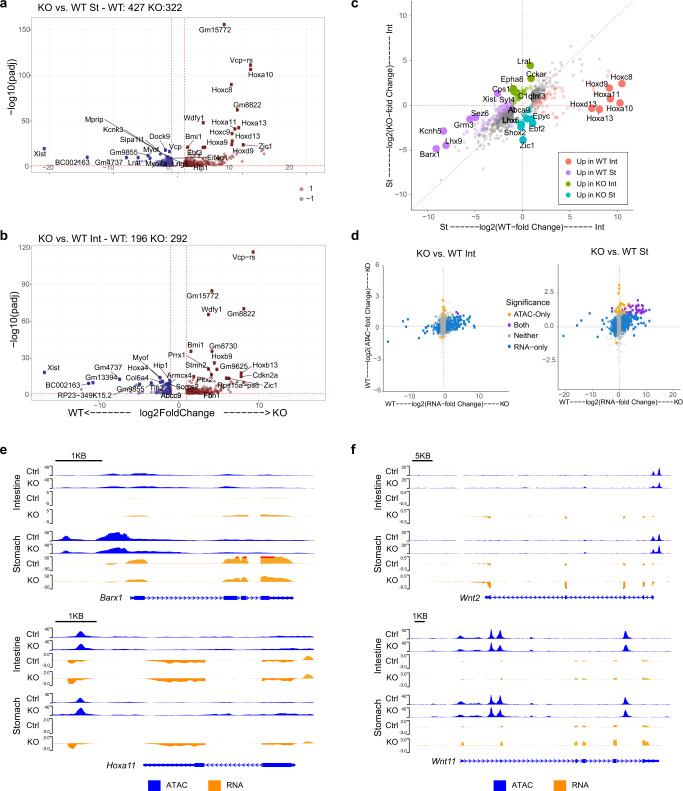
PRC2 loss alters gene expression with and without changes in chromatin accessibility. **a**, **b** DEGs between control and PRC2-Knockout (KO) Stomach (St) (**a**) and Intestine (Int) (**b**). **c** Comparison of Int and St DEGs in control (*x*-axis) and PRC2-knockout (*y*-axis) tissues. Only DEGs identified in control Int versus St and genes whose differential expression was significantly altered in PRC2-knockout Int versus St are shown and categorized by color as described in the panel. Top six genes per category are labeled. Dashed red line shows diagonal. **d** Correlation of promoter ATAC-seq signal and gene expression between PRC2-KO and control tissues. **e** Example tracks (*Barx1* and *Hoxa11*) showing lineage-specific genes which alter chromatin accessibility (blue) and transcription (orange). **f** Example tracks (*Wnt2* and *Wnt11*) demonstrating genes which alter transcription independent of chromatin accessibility upon PRC2 loss.

### PRC2 controls gene expression dependent on/independent of chromatin accessibility

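The lists of accessible regions in *Eed* KO mesenchyme were made by the authors like the control lists, from pooled replicates of each organ. The *Eed* KO intestine had 119181 peaks that cover 86.3 Mb, with a median fold enrichment of 3.49, and the *Eed* KO stomach had 116842 peaks that cover 87.7 Mb, with a median of 3.65. Merging the 4 lists gave 162108 regions, of which 74635 (46%) had a peak in all 4 lists. A peak of the *Eed* KO intestine overlapped 85.7% of control intestinal peaks, and a control peak overlapped 74.5% of the peaks in the *Eed* KO intestine. In the stomach, these shares were 80.1% and 79%. At the *Barx1* promoter, the *Eed* KO intestine had a peak with a fold enrichment of 2.84 and a -log10 q of 6.47, and the *Eed* KO stomach had one with a fold enrichment of 2.79 and a -log10 q of 14.7. At the *Hoxa11* promoter, all 4 lists had a peak. Its fold enrichment was 2.46 in the control intestine, 2.90 in the control stomach, 2.54 in the *Eed* KO intestine and 2.74 in the *Eed* KO stomach, with -log10 q values of 3.56, 3.61, 5.12 and 8.42. Keeping only peaks with a fold enrichment of at least 4 moved the number of merged regions most, to 66704, of which 48.9% had a peak in all 4 lists.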

To understand whether these transcriptional changes and loss of regional identity are mediated by changes in chromatin accessibility, we performed ATAC-seq with mesenchymal cells isolated from *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^;*Rosa26*^*mTmG*^ mice. Differential analysis of ATAC-seq regions identified 2229 (1.4%) DARs, with 1983 DARs (720 up and 1263 down in KO versus WT) identified for stomach and 478 DARs (160 up and 328 down in KO versus WT) identified for intestine (Fig. S5b). Of the 2229 *Eed* KO-sensitive DARs, 134 (6.0%) overlapped with DARs identified between WT stomach and intestine (Supplementary Data 2). The small number of DARs identified following PRC2 loss was in agreement with a recent study in mouse embryonic stem cells, which demonstrated minimal changes in chromatin accessibility at Polycomb-occupied gene promoters following ablation of PRC1/PRC2^35^. Thus PRC2’s function, independent of widespread chromatin accessibility changes, further supports the idea that promoters of lineage-determining genes are maintained in an accessible state prior to regionalization. However, it is important to highlight that PRC2 loss does lead to a number of changes in chromatin accessibility.

To examine the enhancer and promoter context of accessibility changes, we annotated DARs using the ENCODE collection of candidate cis-regulatory elements (cCREs) in the mouse. Based on cCRE annotations, we found that accessibility changes in WT tissues are predominantly observed at distal enhancers, whereas accessibility changes following PRC2 loss occur more at promoters and promoter-proximal enhancers (Fig. S5c). Knowing that PRC2 disrupts regional identity and alters chromatin accessibility, we explored whether transcriptional changes are associated with changes in chromatin accessibility. Similar to our observation for control stomach versus intestine, DEGs between control versus mutant intestine or control versus mutant stomach were more strongly correlated with differential ATAC signals than non-significant genes. The majority of *Eed* KO DEGs were associated with modest changes in accessibility: 50% of DEG promoters exhibiting <1.13 and <1.16-fold change in ATAC-seq signal following *Eed* KO in stomach and intestine, respectively (*R* = 0.426 and *R* = 0.492 for DEG or DAR-proximal promoters, versus *R* = 0.154 and *R* = 0.173 for gene promoters without significant changes in expression in intestine and stomach, respectively; Fig. 3d; Supplementary Data 3). 

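Among the 423 DEGs of the *Eed* KO intestine, 18 (4.26%) had a promoter peak in the control or the *Eed* KO list alone, compared with 1.88% of other tested promoters (odds ratio 2.32, two-sided Fisher exact test, p = 0.0019). Among the 916 DEGs of the *Eed* KO stomach, 28 (3.06%) had such a peak, compared with 1.72% of others (odds ratio 1.8, two-sided Fisher exact test, p = 0.0065). In the direction of the change in expression were 17 of the 18 and 23 of the 28 promoters. Part of this is expected, because most DEGs were higher in *Eed* KO and unchanged promoters leaned the same way. Of these, 228 had a peak in the *Eed* KO list alone and 69 in the control list alone in the intestine, and 179 and 84 in the stomach. For genes lower in *Eed* KO, these numbers were 1 and 0 in the intestine and 2 and 3 in the stomach. Some promoters with higher expression and a peak in the *Eed* KO list alone belonged to listed endothelial markers. These were *Cdh5* and *Esam* in the intestine and *Cdh5* and *Emcn* in the stomach. Endothelial cells among the sorted cells could therefore account for part of these peaks. When the window was widened to 5000 bp on either side, neither difference remained (p = 0.45 in the intestine and p = 0.89 in the stomach, two-sided Fisher exact test). When only peaks with a -log10 q of at least 5 were kept, both differences grew. The share was 8.04% against 2.35% in the intestine (p = 2.1e-09), with 25 of 34 promoters in the direction of expression, and 10.8% against 2.3% in the stomach (p = 8.8e-33), with 92 of 99 (two-sided Fisher exact tests). *Cdkn2b*, on chromosome 4 from 89306289 to 89311032, had 120 counts in the *Eed* KO intestine and 2 in the control intestine, a ratio of 54.7 with a 95% counting interval from 14.8 to 457 (adjusted p = 0.023 from edgeR). Both of these control counts were in replicate 2, and the gene was not called with 1 RUVg spike-in factor. All lists had a peak at its transcription start, with a fold enrichment of 7.43 in the control and 8.77 in the *Eed* KO intestine and a -log10 q of 26 and 63.4. *Hoxb9*, on chromosome 11 from 96271457 to 96276595, was expressed at 0.648 ± 0.156 CPM (SD, n = 2) in the control intestine and 17.1 ± 0.0926 CPM in the *Eed* KO intestine. The log2 fold change was 4.70 (standard error 0.24, adjusted p = 0.00047 from edgeR). Its promoter peak had a fold enrichment of 3.29 in the control and 3.35 in the *Eed* KO intestine, with a -log10 q of 5.81 and 11.9.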

Interestingly, while only two genes (*Cdkn2b* and *Hoxb9*) exhibited both chromatin accessibility and expression changes in the intestine, 33 genes in the stomach showed concordant changes in promoter accessibility and gene expression. These genes include Hox family TFs, implying PRC2-mediated regulation of mesenchymal *Hox* genes in development (Supplementary Data 3). This data suggests that PRC2 may also regulate gene expression that is dependent on chromatin accessibility.

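Of the 39 *Hox* genes tested, 19 were higher and 6 were lower in the *Eed* KO stomach, and adjusted over the list alone 22 were higher and 6 were lower. In the *Eed* KO intestine, 5 were higher and 3 were lower, and adjusted over the list alone 10 were higher and 4 were lower. *Hoxa13* had no counts in the control stomach and was at least 621-fold higher in the *Eed* KO stomach. *Hoxd13* had 3 counts in the control and 2146 in the *Eed* KO stomach, a ratio of 730 with a 95% counting interval from 250 to 3544. *Hoxb9*, a gastric DEG between control organs, rose in the stomach as well, with a log2 fold change of 2.68 (standard error 0.20, adjusted p = 0.00059 from edgeR). Of the DEGs higher in the *Eed* KO stomach, 20 had a promoter peak in the *Eed* KO list and none in the control list. The listed *Hox* gene among them, chosen after its values were seen, was *Hoxc12*.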

### Loss of PRC2 abnormally activates GI mesenchymal niche signals

To better understand how PRC2-mediates intercellular communication in the developing gut, we analyzed the differential expression of secreted ligands, specifically focusing on key developmental signaling pathways involved in controlling fate and proliferation in the GI system^2^. Indeed, we found their altered expression (Fig. S6). 

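Of a list of 189 secreted ligands, 141 passed the low-count filter in the embryonic libraries. In the *Eed* KO stomach, 15 ligands were higher and 7 were lower, and adjusted over the list alone these counts were 25 and 12. In the *Eed* KO intestine, 7 ligands were higher and 0 were lower, and adjusted over the list alone these counts were 19 and 1. At an unadjusted p under 0.05, 1 ligand was lower in the intestine. The ligands called in the intestine were *Dll4*, *Fgf11*, *Fgf14*, *Jag2*, *Rspo4*, *Wnt2* and *Wnt6*. Between the control organs, 7 ligands were higher in the intestine and 25 were higher in the stomach.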

Wnt is a particularly interesting target, since activation of Wnt signaling is required to maintain intestinal fate, while its suppression is associated with gastric identity^7^. Further, mesenchymal Wnt ligands promote intestinal epithelial proliferation^15–24^. Indeed, examination of our RNA-seq data revealed significantly increased levels of *Wnt2* and *Wnt11* expression in intestine versus stomach (Supplementary Data 1) and we verified that this increase in *Wnt2* expression persists beyond regionalization by performing qRT-PCR for *Wnt2* with isolated mesenchymal cells at E16.5 (Fig. S7a). 

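*Wnt2*, on chromosome 6 from 17988940 to 18030585, was expressed at 0.129 ± 0.103 CPM (SD, n = 2) in the control intestine and 2.14 ± 1.26 CPM (SD, n = 2) in the control stomach at E13.5. Its log2 fold change for the intestine against the stomach was -4.08 (standard error 0.68, adjusted p = 0.012 from edgeR), with -5.18 when intestinal replicate 2 was left out and -3.29 when stomach replicate 2 was left out. *Wnt11*, on chromosome 7 from 98835112 to 98855195, was expressed at 6.22 ± 0.659 CPM in the intestine and 12.8 ± 1.95 CPM in the stomach. The log2 fold change was -1.04 (standard error 0.21, adjusted p = 0.029 from edgeR). It was not past the thresholds with the RUVg spike-in factor, in edgeR or in DESeq2, or when libraries were scaled by spike-in totals, and it was -0.88 without stomach replicate 1 and -0.94 without intestinal replicate 2.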

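*Wnt2* was higher in the *Eed* KO intestine than in the control intestine, with a log2 fold change of 4.20 (standard error 0.68, adjusted p = 0.022 from edgeR). The change was 3.49 without control replicate 1 and 5.29 without control replicate 2, and this gene was no longer called with 1 RUVg spike-in factor in edgeR. In the stomach, the log2 fold change of 1.73 (standard error 0.46, adjusted p = 0.065 from edgeR) was not significant. It was called with DESeq2, without the low-count filter, in a fit of the stomach libraries alone and with the replicate block. Scaling by spike-in totals called it too, but that setting called 15419 genes higher in the *Eed* KO stomach, so this call says little. A difference between the organs in the response of *Wnt2* was not called (adjusted p = 0.67 from edgeR), although it was called with DESeq2, with or without the RUVg factor, without the low-count filter, and with a block by replicate or by embryo pool. All lists had a peak at the transcription start of *Wnt2*, at 18030585. In the intestine, its fold enrichment was 5.81 in control and 4.61 in *Eed* KO, with a -log10 q of 22.4 and 13.7. In the stomach, the fold enrichment was 4.70 in control and 4.18 in *Eed* KO, with a -log10 q of 14.8 and 16.2.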

Of note, while *Wnt2* expression increased in PRC2-deleted cells, no significant differential changes in chromatin accessibility were observed, with both controls and knockouts possessing open chromatin at the promoter of *Wnt2*, suggesting that PRC2 controls expression of *Wnt2* independent of chromatin accessibility (Fig. 3f).

### Reduced mesenchymal Wnt secretion rescues fate and proliferation of GI epithelial cells

To determine if alterations in mesenchymal Wnt ligand production cause the observed epithelial phenotypes (Fig. 2), we conditionally deleted a single copy of *Wntless* (*Wls*)^36^ in mesenchymal cells of a PRC2-deficient background (*Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^;*Wls*^*fl/+*^). Notably, the loss of a single copy of *Wls* rescued the gastric regionalization and intestinal proliferation defects observed in *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^ mice (Fig. 4a–d). Interestingly, the heterozygous deletion of *Wls* was unable to rescue gastric morphology, suggesting that mesenchymal PRC2 likely controls GI morphogenesis independently of Wnt signaling. Nevertheless, this data demonstrates that PRC2 controls mesenchymal Wnt niche signals to regulate intercellular communication in the developing GI tract, ultimately ensuring proper regionalization and function of neighboring epithelial cells. Collectively, these findings reinforce our assertion that epigenetic states influence intercellular communication in both organogenesis and adult stem cell homeostasis.

**Fig. 4:**
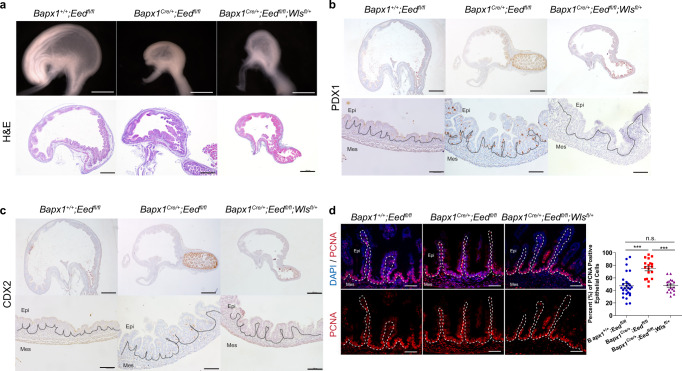
Reduced mesenchymal Wnt secretion restores gastric fate and intestinal proliferation in epithelial cells. **a**–**d** *Bapx1*^*+/+*^;*Eed*^*fl/fl*^ mice (left), *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^ mice (middle), and *Bapx1*^*+/+*^;*Eed*^*fl/fl*^;*Wls*^*fl/+*^ mice (right). **a** Whole mount imaging and Haematoxylin and Eosin staining demonstrating gastric morphology of each genotype (*n* = 3 biologically independent samples for each genotype). CDX2 (**b**) and PDX1 (**c**) immunohistochemistry showing regionalization pattern in hindstomachs of mice (*n* = 3 biologically independent samples for each genotype). **d** PCNA immunofluorescence shows proliferation patters for each genotype. Epithelial PCNA data was quantified by determining the percent of PCNA positive epithelial cells per villus where each dot represents an individual villus (duodenal tissues, *n* = 8 *Bapx1*^*+/+*^;*Eed*^*fl/fl*^ mice, *n* = 5 *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^ mice and *n* = 4 *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^;*Wls*^*fl/+*^ mice, ***P < 0.001, n.s—not significant by Student’s *t*-test, two-tailed). Source data are provided as a source data file. *Bapx1*^*+/+*^;*Eed*^*fl/fl*^ and *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^ data were described in Fig. 2, with data from *Bapx1*^*+/+*^;*Eed*^*fl/fl*^;*Wls*^*fl/+*^ mice appended to these counts. Scale bars represent 50 µm. Dashed lines separate the epithelium (Epi) and mesenchymal cells (Mes).

### Mesenchymal PRC2 mediates organ specification through maintenance of bivalent chromatin

To define PRC2-mediated epigenetic regulation of gut mesenchymal niche signals such as Wnt ligands, we examined H3K27me3, H3K4me3, and H3K27ac ChIP profiles at the promoters of organ-specific genes that are sensitive to PRC2 loss in control E14.5 stomach and intestine^28,29^. Organ-specific DEGs susceptible to PRC2 loss were predominantly those with high levels of promoter H3K27me3 (Fig. 5a). H3K27me3-high clusters (C1 and C2) were 3.8-fold and 1.9-fold enriched for PRC2 sensitive genes than H3K27me3-low (C3) clusters in the intestine and stomach, respectively (Fishers exact test *p* = 9.5e−6 and *p* = 0.007, respectively). Intestine-upregulated DEGs demonstrated significantly larger fold-change increases in the mutant stomach than the mutant intestine; stomach-upregulated DEGs showed greater fold-change increases in the mutant intestine (Fig. 5b). Together, these indicate a role for PRC2 in mediating repression of lineage-inappropriate genes in an organ-specific manner. 

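For the 273 DEGs higher in the control intestine, the median log2 fold change was 0.81 in the *Eed* KO stomach and 0.18 in the *Eed* KO intestine. With the 20 genes that had no counts in a stomach group placed at their lower bounds, the median in the stomach was 0.76. For the 549 DEGs higher in the control stomach, the median was 0.73 in the *Eed* KO intestine and 0.06 in the *Eed* KO stomach. With 18 genes without counts in an intestinal group at their bounds, the median in the intestine was 0.66. The difference of medians was 0.63 for intestinal and 0.66 for gastric DEGs. Part of this difference arises because DEGs were chosen on the control libraries that also enter each comparison. In 50 draws without any *Eed* KO effect, the differences ranged from 0.23 to 0.39 and from 0.19 to 0.34. Genes are not independent replicates, so no p-value is given. Taken relative to the shift of all genes, size factors from spike-in totals moved the differences most, to 2.38 and 1.54.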

We also observed an enrichment of both H3K27me3 and H3K4me3 at the promoters of PRC2-sensitive DEGs, suggesting that PRC2-sensitive genes are bivalent chromatin domains (Fig. 5a). To further investigate this possibility, we stratified PRC2-sensitive DEGs in each tissue based on bivalency status and the change in promoter chromatin accessibility. We found that approximately 54% (250/464) of PRC2-sensitive genes in the intestinal mesenchyme are marked by bivalent chromatin modifications, and in the stomach, approximately 37% of PRC2-sensitive genes are marked by bivalent chromatin modifications (Fig. S8a). To better understand PRC2-mediated bivalency, we performed a GO enrichment analysis in the stomach and intestinal PRC2-sensititive bivalent genes. We found that DNA-binding transcription factor activity, and embryonic developmental process, such as regionalization, patterning and morphogenesis, are highly enriched in the PRC2-sentitive bivalent genes (Fig. S8b). Interestingly, in the intestinal mesenchyme, Wnt was also enriched among the PRC2-sensitive bivalent genes (term name: GO:0016055 Wnt Signaling Pathway, log2 fold enrichment = 2.18, *P* = 0.00057). For example, while PRC2-sentive genes without promoter bivalency such as *Hoxa10* increased chromatin accessibility upon PRC2 loss, promoter bivalency and open chromatin is present at many other PRC2-sentitive genes, including *Wnt2* (Fig. 5c, d and Fig. S7b). 

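*Hoxa10*, on chromosome 6 from 52231197 to 52240854, had no counts in either control stomach library and 1513 and 1347 counts in the *Eed* KO stomach libraries. This increase was at least 973-fold. In control embryos, it was at least 626-fold higher in the intestine than in the stomach. Its transcription start at 52240854, the outermost annotated exon end, lay within a peak in all 4 lists. Its fold enrichment was 5.12 in the control stomach and 4.39 in the *Eed* KO stomach, with a -log10 q of 19.1 and 29. The paper approximates promoters from H3K4me3 peaks and counts reads in each library. These values may thus describe another site, by another measure, and do not test its statement on *Hoxa10* accessibility. *Wnt2* had 2 and 6 counts in the control intestinal libraries and 66 and 103 counts in the *Eed* KO intestinal libraries. Histone modifications were not analysed here.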

We also validated that that promoter bivalency of *Wnt2* exists specifically in gut mesenchymal cells through ChIP-qPCR (Fig. 5e). Together, these data demonstrate that PRC2 likely controls intercellular communication in the developing gut, largely through maintenance of accessible bivalent chromatin domains, to establish proper regionalization and function of neighboring epithelial cells. Importantly, these findings suggest that PRC2 can maintain bivalent chromatin states to control transcription without altering chromatin accessibility. This likely explains why gene expression is restricted to tissue-specific patterns, yet chromatin accessibility is broadly similar between GI organs.

**Fig. 5:**
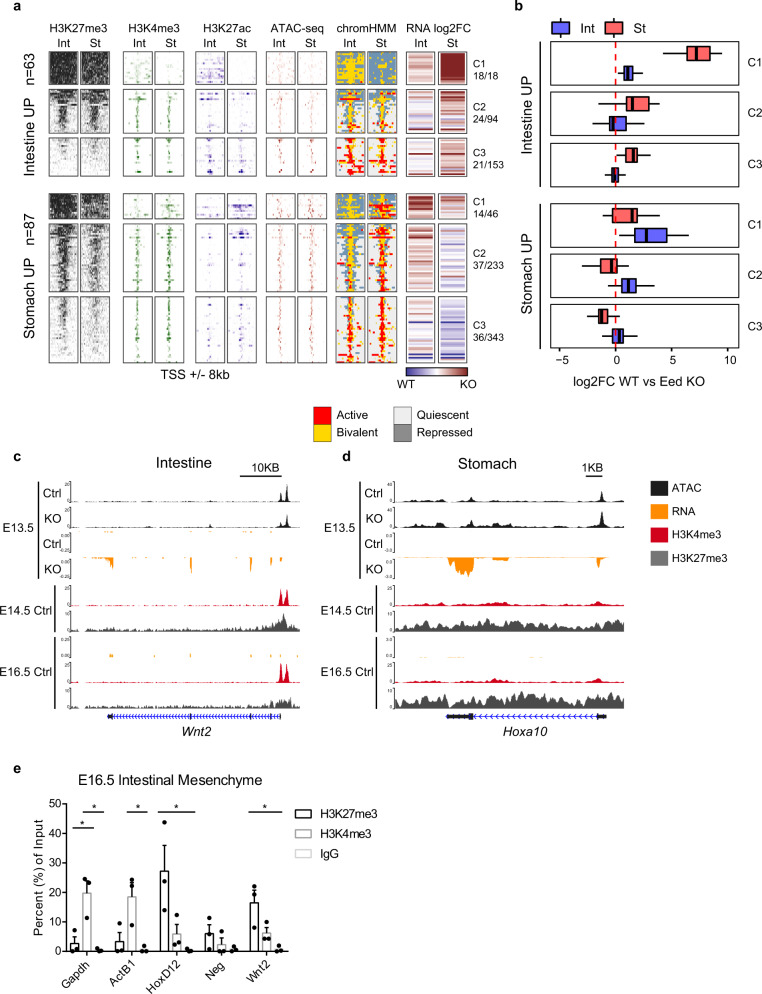
Promoter bivalency regulates intercellular communication in GI development. **a** Aggregate profiles and chromatin state plots, as in Fig. 1f, for genes whose differential expression between Int and St is altered upon PRC2-knockout (as described in Fig. 2a, b). Gene promoters were classified based on their DEG status between control Int and St. Simplified chromatin state maps are shown for E14.5 for both St and Int. **b** Log2 Fold Change of control stomach-enriched (red) and intestine-enriched (blue) genes upon PRC2 loss in each organ, clustered by degree of H3K27me3 at the promoter (as in Fig. 1f). Box and whisker plots show median (center), 1st and 3rd quartiles (limits of box). Whiskers extended to largest value within 1.5* the interquartile range (defined by box). **c**, **d** Tracks overlaying transcription and chromatin accessibility of *Wnt2* in the intestinal mesenchyme (**c**) and *Hoxa10* in the stomach mesenchyme (**d**) in E13.5 control and PRC2-knockout mice. ENCODE ChIP-seq data for H3K27me3 and H3K4me3 (E14.5 and E16.5) and RNA-seq (E16.5) are shown for the respective tissues. **e** ChIP-qPCR of H3K27me3 and H3K4me3 in mesenchymal cells enriched from E16.5 mice. Multiplicity adjusted *p*-values were calculated by two-way ANOVA with Bonferroni post-tests (*n* = 3 biologically distinct sets of embryos, 8 embryos per litter were pooled for each *n*, ±SEM, *P < 0.05). Source data are provided as a source data file.

### PRC2 ablation in pericryptal mesenchymal cells disrupts stem cell homeostasis

During adult homeostasis, increasing evidence suggests that mesenchymal cells in proximity to epithelial stem cells constitute a key stem cell niche that secretes niche factors such as Wnt ligands^17,19–22^. As we demonstrated PRC2-mediated regulation of Wnt ligand expression in mesenchymal cells during development (Figs. 3–5 and Fig. S7), we hypothesized that PRC2 in pericryptal mesenchymal cells may also regulate stem cell niche signals. Recently, we identified GI mesenchymal cell populations that co-express *Pdgfrβ* and *Foxl1*, both known telocyte markers^21,22,37^. We first validated the expression *Pdgfrβ* in pericryptal cells adjacent to intestinal crypts (Fig. 6a, b). To determine whether PRC2 is involved in regulation of the adult ISC niche, we conditionally deleted *Eed* in *Pdgfrβ*-expressing cells (*Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^) (Fig. 6a, b and Fig. S9a). After 5 days of tamoxifen treatment and 2 days of rest, *Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^ and *Pdgfrβ*^*+/+*^;*Eed*^*fl/fl*^ mice were sacrificed and analyzed. *Pdgfrβ*^*Cre-ERT2/+*^; *Eed*^*fl/fl +*^ mice demonstrated a significant increase in crypt length (*p* < 0.001) relative to CRE-negative controls, as well as an increase in the number of stem cells marked by OLFM4 (*p* < 0.01) (Fig. 6c, d). Interestingly, no change was observed in the number of proliferative cells, as marked by PCNA, suggesting that loss of PRC2 in pericryptal cells specifically increases the pool of ISCs (Fig. S9b). To address whether PRC2 regulation of Wnt ligand expression is specific to the developing intestine or common to both development and stem cell homeostasis, we generated a mouse model to restrict Wnt ligand secretion in pericryptal cells of the adult intestine in PRC2 loss (*Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^;*Wls*^*fl/+*^). Interestingly, we observed no rescue of crypt length in this model, suggesting that mesenchymal PRC2 may control adult stem cell niche signals through a mechanism different from that in gut development (Fig. S9c).

**Fig. 6:**
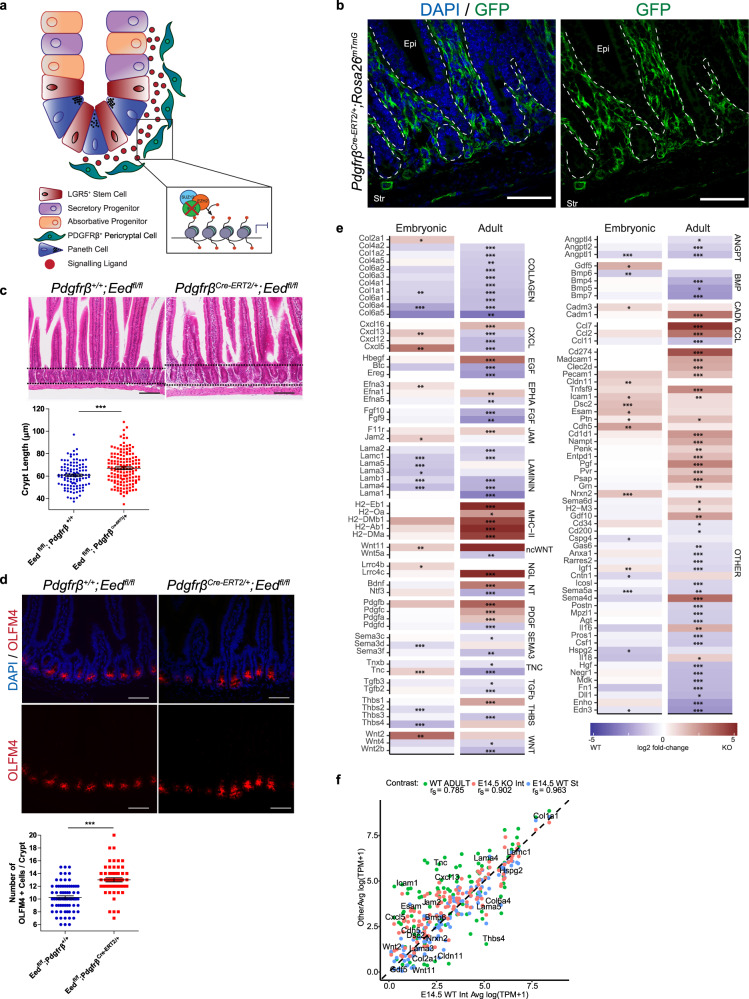
Pericryptal loss of PRC2 alters stem cell homeostasis. **a** Schematic illustrating the loss of PRC2 in pericryptal cells comprising the intestinal stem cell niche. **b** GFP expression in *Pdgfrβ*^*Cre-ERT2/+*^;*Rosa26*^*mTmG*^ mice upon induction with tamoxifen (100 mg/kg, 20 mg/mL). **c**–**e** *Pdgfrβ*^*+/+*^;*Eed*^*fl/fl*^ (left) and *Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^ (right) (*n* = 3 biologically independent samples for each genotype). **c** Haematoxylin and Eosin staining of duodenal sections. Black dotted lines outline the crypts of each mouse. Crypt length (µm) was quantified by measuring the longest edge of each crypt using Fiji. Each point represents an individual crypt measurement (*n* = 4 *Pdgfrβ*^*+/+*^;*Eed*^*fl/fl*^ mice and *n* = 5 *Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^ mice, ±SEM, ***P < 0.001 by Student’s *t*-test, two-tailed). Source data are provided as a source data file. **d** OLFM4 immunofluorescence identifying stem cells in the crypt base. Number of OLFM4-positive cells were quantified per crypt, with each dot representing a single measurement (duodenal tissues, *n* = 3 biologically independent samples for each genotype, ±SEM, ***P < 0.001 by Student’s *t*-test, two-tailed). Source data are provided as a source data file. White dashed lines separate the epithelium (Epi) and stromal cells (Str). All scale bars represent 50 µm. **e** Differential expression of all secreted ligands following *Eed* KO in adult and embryonic intestinal mesenchymal cells. * denotes significantly DE in between WT and *Eed* KO at the respective age. *p < 0.05; **p < 0.01; ***p < 0.001. **f** Correlation of expression of secreted ligands (log(TPM + 1)) comparing E14.5 WT Int (*x*-axis) versus WT Adult Int, E14.5 KO Int, and E14.5 WT St (*y*-axis; green, red, and blue dots, respectively). Ligands shown are as in **e**. Genes identified as PRC2-sensitive in E14.5 WT Int are labeled. TPM values were calculated from spike-in normalized counts and averaged between replicates. Spearman’s rho is reported for each axis.

To define further PRC2-mediated regulation of adult stem cell niche signals, we isolated pericryptal cells from *Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^;*R26*^*mTmG*^ mice and performed RNA-seq. 

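RNA was sequenced from 2 control and 2 *Eed* KO libraries of GFP+ cells sorted from the adult intestine, in which tamoxifen induces *Pdgfrb*-Cre-ERT2. These libraries were unstranded and were made with a low-input kit, unlike the embryonic libraries. The authors aligned the reads as for the embryonic libraries and counted them on the same gene models, without normalization. Between 11404712 and 15903642 counts fell on genes in each library, and a count of 0 in the smallest allows up to 0.263 CPM. The adult libraries were fitted apart from the embryonic ones, with the same test and thresholds. The low-count filter kept 15039 genes, with a biological coefficient of variation of 29.1%, above that of the embryonic libraries. In simulated counts with 200 changed genes, 41% were recovered and 11 false calls were made, so that absence of a call says little about a change. In total, 1856 genes were higher and 1088 were lower in *Eed* KO. *Eed* itself was at 31.6 ± 2.62 CPM (SD, n = 2) in control and 25.4 ± 0.455 CPM (SD, n = 2) in *Eed* KO libraries, a log2 fold change of -0.32 (standard error 0.21, adjusted p = 0.32 from edgeR) that was not significant. All 9 tested markers of macrophages and leukocytes were higher in the *Eed* KO libraries. Scaling by spike-in totals shifted the median of all genes by -0.47 and gave 1154 higher and 1321 lower genes. Without the low-count filter, 2289 genes were higher and 1502 were lower, and in DESeq2 with 1 RUVg spike-in factor 1659 and 757.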

We queried DEGs against a curated database of secreted ligands^38^ and observed distinct effects on the expression of many morphogens, including WNT and BMP ligands. For example, PRC2 loss in the embryonic mesenchyme resulted in the upregulation of *Wnt2* and *Wnt11*, whereas its loss in the adult mesenchyme led to the downregulation of *Wnt4*, *Wnt5a*, and *Wnt2b*, and the upregulation of *Bmp4*, *Bmp5*, and *Bmp7* (Fig. 6e). 

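*Wnt11* was higher in the *Eed* KO stomach of embryos, with a log2 fold change of 1.41 (standard error 0.21, adjusted p = 0.0085 from edgeR). In the *Eed* KO intestine of embryos, the log2 fold change of 0.82 (standard error 0.21, adjusted p = 0.1 from edgeR) was not significant, although it was called with the RUVg spike-in factor. In the adult libraries, *Wnt11* had 1 count in control and 26 counts in *Eed* KO, a ratio of 22.5 with a 95% counting interval from 3.69 to 922, and its call was lost in DESeq2 and with the RUVg factor. Adult *Wnt4*, on chromosome 4 from 137277489 to 137299726, fell by 1.11 on the log2 scale in *Eed* KO (standard error 0.28, adjusted p = 0.031 from edgeR), with -0.73 when control replicate 1 was left out and -0.97 relative to the median of all genes with scaling by spike-in totals. *Wnt5a*, on chromosome 14 from 28504750 to 28527447, went from 29.9 ± 6.03 CPM (SD, n = 2) in control to 10.5 ± 1.37 CPM in *Eed* KO, a log2 fold change of -1.51 (adjusted p = 0.0079 from edgeR). *Wnt2b*, on chromosome 3 from 104944805 to 104961709, had a log2 fold change of -1.77 (standard error 0.36, adjusted p = 0.014 from edgeR). It was -2.42 without *Eed* KO replicate 1 and -1.34 without *Eed* KO replicate 2. *Bmp4*, on chromosome 14 from 46383520 to 46390669, was at 648 ± 16.4 CPM in control and 164 ± 70.3 CPM in *Eed* KO, a log2 fold change of -1.98 (standard error 0.31, adjusted p = 0.0048 from edgeR). *Bmp5*, on chromosome 9 from 75775364 to 75900310, had a log2 fold change of -2.46 (standard error 0.50, adjusted p = 0.013 from edgeR), which was not called in DESeq2 with the RUVg factor. It was -3.51 without *Eed* KO replicate 1 and -1.86 without *Eed* KO replicate 2. *Bmp7*, on chromosome 2 from 172868012 to 172940321, had a log2 fold change of -2.55 (standard error 0.47, adjusted p = 0.0091 from edgeR), with -3.47 when *Eed* KO replicate 1 was left out and -1.99 when *Eed* KO replicate 2 was left out. For *Wnt4*, *Wnt5a*, *Wnt2b*, *Bmp4*, *Bmp5* and *Bmp7*, both *Eed* KO libraries were below both control libraries. Mesenchymal markers fell too, with 6 of 9 called lower and a median log2 fold change of -1.60, so a lower share of mesenchymal cells and lower expression within these cells were not separated for these ligands. Of 125 ligands tested in the adult libraries, 32 were higher and 36 were lower in *Eed* KO, and adjusted over the list alone 34 and 37. Chemokines made up 21 of the higher and 4 of the lower ligands.

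**Figure D2:**
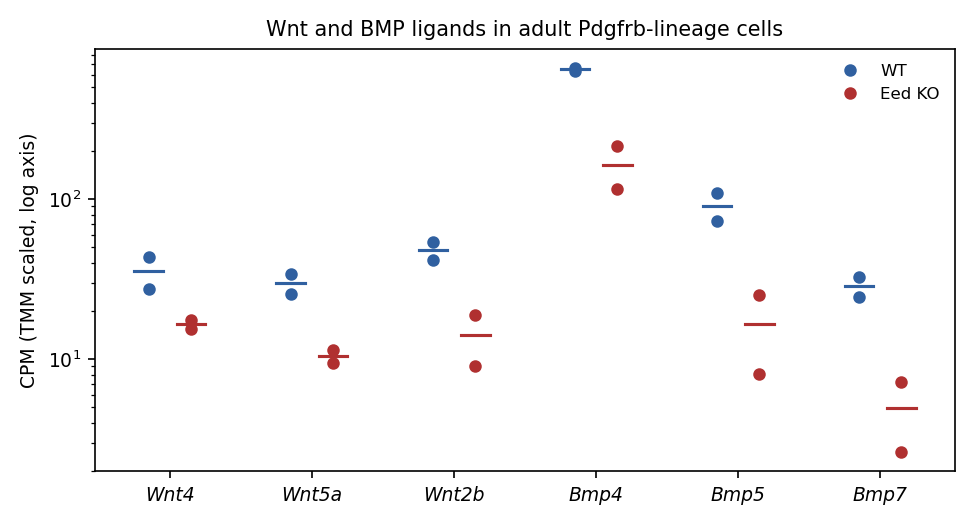
Expression of *Wnt4*, *Wnt5a*, *Wnt2b*, *Bmp4*, *Bmp5* and *Bmp7* in the adult libraries, in CPM after TMM scaling on a log axis. Points are the 2 libraries of each genotype and bars are their means; in each gene both *Eed* KO libraries lie below both control libraries.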

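Expression of the listed ligands was compared across conditions as TPM, from the mean of the 2 libraries per condition. The gene lengths of the adult files were used for all libraries, since the embryonic libraries were counted on the same annotation. Of the 189 ligands, 187 had a count in at least 1 library. Across these genes, the Spearman correlation of expression in the control embryonic intestine was 0.501 with the control adult intestine, 0.974 with the *Eed* KO embryonic intestine and 0.95 with the control embryonic stomach. Between single libraries, it ranged from 0.48 to 0.507, from 0.964 to 0.97 and from 0.94 to 0.942. Between control and *Eed* KO adult libraries, the correlation was 0.904. Genes are not independent replicates, and the embryonic and adult libraries were made with different kits, so that stage and kit cannot be told apart. Keeping only ligands with at least 1 TPM moved the correlation with the adult intestine most, to 0.307.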

Overall, we found the expression pattern (normalized transcript per million (TPM)) of PRC2-sensitive secreted ligands to be dissimilar between the adult and E14.5 WT intestinal mesenchymal cells (Spearman’s Rho = 0.785) relative to other E14.5 samples (Rho = 0.902 for WT E14.5 versus KO E14.5 int; Rho = 0.963 for WT E14.5 Int versus WT E14.5 St) (Fig. 6f). Our data shows that PRC2 loss in adult pericryptal cells results in the dysregulation of a largely distinct repertoire of secreted ligands, likely due to the dynamic regulation of secreted ligand expression between adult and embryonic developmental timepoints (Fig. 6e, f, and Figs. S6, S10). 

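Of the 7 ligands called in the *Eed* KO intestine of embryos, 4 were tested in the adult libraries, and 0 were called there. At an unadjusted p under 0.05, 3 of the 106 ligands tested at both stages passed the thresholds at both, 1 of them in the same direction. From these differences in expression, the paper proposes that ligands are under different regulation in embryonic development and in the adult.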

Taken together, our work demonstrates that PRC2 controls mesenchymal niche signals involved in gut specification, progenitor proliferation, and morphogenesis, as well as stem cell homeostasis.

## Discussion

Our chromatin and transcriptional profiling of pre-regionalization mesenchymal tissues sheds light on the epigenetic mechanisms of tissue crosstalk driving regionalization in the gastrointestinal system. A small number of key lineage-defining genes, which include key transcription factors such as *Hox* genes and *Barx1*, possess tissue-specific patterns of accessibility, suggesting an important relationship between chromatin accessibility and control of tissue-specific gene expression. However, we were surprised to discover that, prior to regionalization, the chromatin of the stomach and intestinal mesenchyme has highly similar patterns of chromatin accessibility. This striking similarity is interesting, as the broad accessibility may underlie an innate lineage plasticity in the developing gut tube. Given the low number of DE genes that simultaneously show unique patterns of chromatin accessibility, we reasoned that another factor could be involved in regulating gene expression independently of accessibility. Indeed, we show here that many DE genes are marked by bivalent chromatin, which canonically restricts gene expression while maintaining an open chromatin state. We found that impairing H3K27me3 in mesenchymal cells through inhibition of PRC2 had mild effects on chromatin accessibility, but significantly changed gene expression patterns. In accordance with these changes, we found that PRC2 ablation impairs both regionalization and stem cell functionality.

Of note, PRC2 in the intestinal epithelium is known to play key roles in stem cell proliferation and differentiation^39–41^. Mechanistically, developmental genes silenced by H3K27me3 become reactivated upon PRC2 loss. Interestingly, the H3K4me3 levels at bivalent promoters of these genes influence the extent of their reactivation, demonstrating the complex and precise PRC2-mediated regulation of gut epithelial transcriptional programs^40,42^. Accumulating evidence suggests that gut mesenchymal cells secrete niche ligands to regulate both organ development and stem cell homeostasis, demonstrating the importance of tissue crosstalk^43,44^. Since these mesenchymal niche signals must be dynamically regulated, epigenetic regulation would likely play a key role. However, the role of epigenetic regulators in mesenchymal niches have been poorly understood. By specifically targeting mesenchymal PRC2, our work demonstrates that PRC2 controls the gene expression of key niche ligands and transcription factors involved in gut development and stem cell homeostasis.

Indeed, mesenchymal PRC2 loss induced altered epithelial fates and function, indicative of changes in intercellular communication, which we have attributed these changes to increases in Wnt ligand expression during development. Wnt signaling must be downregulated by mesenchymal factors such as Barx1 in the stomach for its proper identity^7^. Indeed, mesenchymal PRC2 loss led to the abnormal activation of intestinal marker genes, such as *Cdx2* in the stomach. Although the proliferation of intestinal progenitors is significantly increased upon PRC2 loss, we observed no obvious changes in intestinal identity. While Wnt ligands are already active in the developing intestine, their abnormal activation upon PRC2 loss may not influence intestinal identity.

To define the role of mesenchymal PRC2 during adult intestinal stem cell homeostasis, we also conditionally deleted *Eed* in the adult intestinal mesenchyme. While we observed an increased number of intestinal stem cells upon PRC2 loss as expected, the expression of more diverse sets of secreted ligands was altered in the adult compared to its defined regulation in development. Additional studies would be required to further define PRC2-mediated regulation of mesenchymal stem cell niche signals. A recent study has shown that the intestinal mesenchymal niche also controls tumor initiation^45^, and it would therefore be interesting to examine whether chromatin patterns of tumor-associated mesenchymal niches change during tumorigenesis and whether these changes influence tumor initiation and/or progression.

Collectively, our data suggest two key findings. First, PRC2 maintains bivalent chromatin domains in the developing gut, and second, PRC2 specifically regulates intercellular communication to ensure proper regionalization and function of neighboring epithelial cells. These observations stand as significant, clear evidence that epigenetic patterns do not simply regulate intrinsic cell properties but control the expression of crucial niche factors that support neighboring tissues. Disruptions in cellular function may simply be caused by the specific placement of histone modifications in neighboring cells, offering an additional layer of regulation that should be considered when examining intercellular communication patterns.

## Methods

### Mouse lines

All mice were handled in accordance with the rules and regulations of the Canadian Council on Animal Care Guidelines for Use of Animals in Research and Laboratory Animal Care under protocols approved by the Animal Care Committee at The Center for Phenogenomics (protocol: 19-0276H). *Pdgfrβ*^*Cre-ERT2/+*^, and *Eed*^*fl/fl*^ and *Bapx1*^*Cre/+*^ mice were received from the Sung lab at SickKids and Shivdasani lab at the Dana Farber Cancer Institute at Harvard Medical School, respectively. *Wls*^*fl/fl*^ and *Rosa26*^*mTmG*^ mice were purchased from Jackson Labs.

### Cell isolation for sequencing

Isolation of *Bapx1*-expressing mesenchymal cells from E13.5 embryos was achieved through sorting of GFP^+^ cells in *Bapx1*^*Cre/+*^;*Rosa26*^*mTmG*^ and *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^;*Rosa26*^*mTmG*^ mice via fluorescent activated cell sorting (FACS). GFP^+^ embryos were identified through fluorescence microscopy. Stomachs and intestines of each animal were separated through microdissection and placed in 2% fetal bovine serum (FBS, Sigma Aldrich, F1051) in ultra-pure PBS. Samples were then centrifuged at 4 °C for 5 min at 400*g*. Samples were digested in 3 ml of a 2:1 ratio of TrypLE Express (Gibco, 12604021) to ultrapure PBS until tissues clumped together (approximately 10 min). Tissue were then subjected to manual dissociation with a p200 pipette until a single-cell solution was observed. Samples were then neutralized with an equal volume of 2% FBS in ultrapure PBS and centrifuged at the conditions described above. Samples were washed in ultrapure 2% FBS and centrifuged again. After decanting the solution, cells were resuspended in ultrapure 2% FBS containing a 1:5000 dilution of Sytox Blue (Invitrogen, S34857), and filtered through 35 µm filter mesh (Fisher Scientific, 352235) into a polypropylene tube (Fisher Scientific, 352063) in preparation for FACS using the Sony SH800 BRV instrument. Cytobank 7.2 was used to analyze flow cytometry data.

Isolation of *Pdgfrβ*-expressing, GFP positive stromal cells was achieved by FAC sorting of *Pdgfrβ*^*Cre-ERT2/+*^;*Eed*^*fl/fl*^;*Rosa26*^*mTmG*^ and *Pdgfrβ*^*Cre-ERT2/+*^;*Rosa26*^*mTmG*^ mice (~10 weeks of age). Briefly, small intestines were isolated, opened, and washed in GB1 (HBSS (Gibco, 14175103) with 10% fetal calf serum (Gibco, 26010074) and 10 mM HEPES (Gibco, 15630080)). Villi were carefully scraped off using a glass slide and discarded. Remaining tissue was cut into small pieces, vortexed, and washed twice in GB1. Tissues were transferred to GB2 (GB1 with 10 mM EDTA) and shaken for 20 min (220 RPM) at 37 °C before being vortexed and washed through a 100 µm filter mesh to remove epithelial cells. This process was repeated twice and remaining tissues were washed in GB1 before being placed in digestion solution (20 ml RPMI (Gibco, 11875093), 1% Penicillin–Streptomycin (Gibco, 15140122), 10% FBS, 15 mM HEPES, 2 mg DNAse I (Worthington Biochemical, LS002139), 3.12 mg Protease IV, 58 mg Dispase II (Roche Diagnostics, 04942078001) for 1 h at 37 °C, vortexing every 15 min. The cell suspension was poured through a 70 µm strainer and centrifuged at 400 g for 5 min at 4 °C. The supernatant was removed and this wash was repeated. Cells were resuspended in 2% FBS with 1:5000 Sytox Blue and filtered through a 35 µm mesh in preparation for FACS using the Sony SH800 BRV instrument.

### RNA isolation and sequencing analysis

Total RNA isolation was completed using the RNeasy Micro Kit (Qiagen, 74004) following the manufacturer’s instructions. Prior to library preparation, spike-in RNA was added to control for variation in sample preparation (Lexogen, SIRV Set 3, 051). For embryonic samples, stranded Poly(A) mRNA libraries were made using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, E7760) and underwent 100 bp paired-end sequencing using the HiSeq 2500. Adult RNA-seq libraries (unstranded) were prepared using the NEBNext Single-cell/low input RNA library prep kit (New England Biolabs, E6420). Libraries were sequenced to a median depth of 45 m read pairs per sample. Illumina base calling was performed using bcl2fastq v2.20. Raw reads were obtained in fastq format and trimmed for quality using Trimmomatic v0.32 before alignment with STAR v2.5.1b to mouse genome version GRCm38/mm10. Transcriptome annotations were built using GENCODE vM4. Both the genome and transcript annotations were modified to include SIRV spike-in sequences and transcript models. Normalized signal tracks were generated using STAR and visualized on the WashU epigenome browser.

Read counting was performed using featureCounts v1.5.0 (embryonic data) and v1.5.3 (adult data). Raw counts were spike-in batch normalized using RUV-seq v1.18.0. Differential analysis was performed using DESeq2 v1.24.0 in R. Cutoffs of pAdj < 0.05 (using pAdjustMethod = fdr) and log2FoldChange > 1 were used to define DEGs. To identify genes whose differential expression between Int and St were altered in PRC2-knockout, we used the contrast (Int.WT–St.WT)—(Int.KO–St.KO) with the cutoffs pAdj < 0.2 and log2FoldChange > 1.

### ATAC-seq and analysis

GFP^+^ cells were isolated from E13.5 *Bapx1*^*Cre/+*^;*Rosa26*^*mTmG*^ and *Bapx1*^*Cre/+*^;*Eed*^*fl/fl*^*;Rosa26*^*mTmG*^ via FACS in aliquots of 50,000 cells. ATAC-seq was performed using the Omni-ATAC-seq protocol^46^. Paired end reads were obtained in fastq format and trimmed using Trimmomatic v0.32 prior to alignment to GRCm38/mm10 using BWA-mem with default settings. Initial alignments were assessed for quality and processed using the ataqv pipeline v0.9.1 to retain high-quality autosomal aligned (hqaa) reads. Hqaa reads from replicate samples were pooled prior to peak calling with MACS2 v2.1.2 using the cutoffs -q 0.01–fe-cutoff 2.0–max-gap 250. A consensus peakset was obtained by merging peaks called from all tissues and conditions for downstream analysis. Read pairs were counted to the consensus peak-set using featureCounts v1.5.3. Differential analysis was performed using DESeq2 v1.24.0 in R. Cutoffs of pAdj < 0.05 (using pAdjustMethod = fdr) and abs(log2FoldChange) > 1 were used to define DARs.

### Combined ATAC and RNA-seq and chromatin state analyses

Preprocessed signal (bw format) and peaks (narrowPeak) format were downloaded from the ENCODE dataportal for H3K27ac, H3K27me3 and H3K4me3 ChIP-seq datasets for mouse Int and St at E14.5, E15.5, E16.5, and P0. Precalculated ChromHMM chromatin state annotations were obtained for E14.5 Int and St.

A set of putative St/Int promoters was obtained by merging ENCODE published mouse stomach and intestine H3K4me3 peaks from E14.5, E15.5, E16.5, and P0 (Supplementary Table 1). Gene promoters were approximated as the midpoint of the nearest H3K4me3 peak within 50 kb of the annotated TSS. Promoter-associated ATAC peaks were defined as the nearest consensus ATAC-seq peak within 50 kb of the approximated promoter (defined above). Per-region coverage of ChIP-seq/ATAC/ChromHMM annotations were obtained in tabular format from bigWig (or bed-converted bigWig for ChromHMM) using the convertMatrix function from deepTools v3.1.3 prior to clustering and visualization with R. Midpoints of ATAC-seq peaks and approximated promter H3K4me3 peaks were used for ATAC-seq peaks and genes, respectively.

### Quantitative reverse transcription PCR

E16.5 embryos were harvested, washed and dissected in ice-cold 1× PBS. Mutants were identified through phenotyping stomach shape and size. For each mutant, the stomach and intestine were mechanically separated. The forestomach was subsequently separated and removed. The hindstomach and intestinal segments were separately washed in 5 ml of 1× PBS with 150 µl of 0.5 M EDTA for 30 min at 4 °C while rotating. Samples were shaken monitored for separation of epithelial and mesenchymal layers every 5 min. Supernatant (containing epithelial tissue) was removed. Samples were washed and centrifuged at 100*g* (4 °C for 5 min). This process was then repeated. Once epithelial cells were removed, mesenchymal tissue was washed in PBS, the supernatant was removed, and Trizol (Thermo Fisher Scientific, 10296010) was added to lyse samples. Samples were homogenized for 2 min using a bead-beater, and RNA isolation was performed through phenol–chloroform extraction. cDNA Libraries were prepared using the Superscript III First-Strand Synthesis kit (Thermo Fisher Scientific, 18080093), and qRT-PCR was carried out using Power Sybr Green PCR Master Mix (Thermo Fisher Scientific, 4368577). Primer sequences are provided in Supplementary Table 2.

### Histology

For Hematoxylin and Eosin staining, paraffin-embedded tissues were sectioned at 5 microns (embryonic) and 8 microns (adult). Slides were deparaffinized with xylenes (Caledon Laboratory Chemicals, 9800-1-40) and rehydrated in ethanol before a 5 min treatment in Harris’s Hematoxylin (Electron Microscopy Sciences, 26041-06). After a brief (20 s) immersion into acid ethanol (0.3% HCl in 70% ethanol), slides were washed in water and place in 70% ethanol for 1 min. Slides were then treated with Eosin Y (Electron Microscopy Sciences, 26051-11) for 1 min, rinsed with water, dehydrated, and mounted.

### Immunohistochemistry

After isolation, samples were washed with ice-cold PBS and placed into 4% PFA to fix overnight at room temperature. Fixed samples were washed in PBS, and dehydrated in 70% ethanol for paraffin embedding. Embedded tissues were sectioned as described above. Slides were deparaffinized and rehydrated, and subject to antigen retrieval in sodium citrate buffer with 0.05% Tween-20 (Sigma, P9416) for 20 min in a steamer. Following antigen retrieval, slides were immersed in 3% hydrogen peroxide in methanol for 30 min, followed by a 5 min wash in 1× PBS. Sections were first blocked in 10% goat serum (Gibco, 16210072) for 1 h at room temperature, washed in PBS, then blocked in Avidin D (Thermo Fisher Scientific, 004303) for 15 min. Samples were washed in PBS, and blocked with Biotin (Thermo Fisher Scientific, 004303) for 15 min before being washed again. Samples were then incubated with primary antibodies at 4 °C overnight in a humidified chamber as follows: Mouse PDX1 (1:300; Developmental Studies Hybridoma Bank, F109-D12), mouse CDX2 (1:300; Biogenex, MU392A-UC). Slides were washed with PBS for 30 min, and incubated with biotin-conjugated secondary anti-mouse antibodies (1:200; Vector Laboratories, BA-9200) at room temperature for 1 h. Slides were washed for 30 min, and treated with ABC solution (Vector Laboratories, PK-6100) to detect the biotinylated antibody. After washing, slides were developed using 3,3-diaminobenzidine tetrahydrochloride (DAB) (Vector Laboratories, SK-4100). Slides were then counterstained with hematoxylin, dehydrated, and mounted.

### Immunofluorescence

Tissues, sectioning, and dehydration were completed in the same manner as Immunohistochemistry samples. Antigen retrieval was also performed as described above, with the exception of staining for OLFM4 and GFP, in which slides underwent antigen retrieval in 10 mM Tris-EDTA pH 9.0 (10 mM Tris, 10 mM EDTA). Slides were then washed in 1× PBS with 0.05% Tween-20, and blocked in 10% goat serum in this washing solution for 1 h at room temperature. Slides were washed in washing solution, and incubated in primary antibodies diluted in blocking solution at 4 °C overnight in a humidified chamber. Primary antibodies were used as follows: rabbit H3K27me3 (1:750; EMD Millipore, 07-449), mouse PCNA (1:300; Santa Cruz Biotechnology, sc-56), rabbit OLFM4 (1:100; Cell Signaling Technology, D6Y5A), mouse GFP (1:300; Santa Cruz Biotechnology, 9996). Goat anti-mouse Alexa 488 (Thermo Fisher Scientific, A11029), goat anti-mouse Alexa 568 (Thermo Fisher Scientific, A11031), and goat anti-rabbit Alexa 568 (Thermo Fisher Scientific, A11036) were used as secondary antibodies at 1:500 in washing buffer with nuclear Hoescht 33342 stain (1:1000; Thermo Fisher Scientific, 62249) for 1 h at room temperature. Slides were mounted with Fluoroshield Mounting Medium (Abcam, 104135) and sealed with clear nail polish for preservation.

### Tamoxifen treatment

Tamoxifen (Sigma-Aldrich, T5648) was dissolved in sunflower seed oil (Sigma-Aldrich, S5007-250ml) at a concentration of 20 mg/ml. Mice were treated with tamoxifen at a concentration of 100 mg/kg per day for five consecutive days via intraperitoneal injection. For *Pdgfrβ*^*Cre-ERT2/+*^; *Eed*^*fl/fl*^; and control (*Eed*^*fl/fl*^;*Pdgfrβ*^*+/+*^) analyses, mice (~10 weeks of age) were dissected two days after the final tamoxifen treatment.

### Fluorescent in-situ hybridization (FISH)

Single molecule FISH was performed using the RNAScope system from Advance Cell Diagnostics (ACD). The mouse-specific *Axin2* probe (400338-C2, ACD), as well as the positive and negative control probes, were designed by ACD. Freshly sectioned paraffin-embedded samples were stained following the manufacturer’s instructions. Images were acquired using the 20× (air) and 40× (water) objectives on the NikonA1R system. *Axin2* transcripts were quantified in epithelial cells using the “Find Maxima” function in Fiji with the detection threshold set to 700.

### ChIP-qPCR

E16.5 embryos were dissected as described above. For control litters, 8 embryos were collected per *n*. In cold 1× PBS, the intestines were opened by inserting fine forceps or needles into the lumen before being cut open from the outside. Opened intestines were placed in a tube of 2% FBS in PBS until all dissections were complete. Likewise, hindstomachs were separated from forestomachs and placed into 2% FBS in PBS. Washed tissues were immersed in 10 mM EDTA and rotated at 4 °C for 20 min. Tissues were washed and were suspended in a sucrose (54.9 mM) and D-sorbitol (43.4 mM) solution in 1× dPBS. Aamples were shaken by hand (2–3 cycles per second) for 5 min and filtered 70 µm strainer to remove epithelial cells. Mesenchymal tissue was collected and digested by incubation at 37 °C in TrypLE Express for approximately 10 min before being broken down into a single cell suspension by pipetting with a 200 µl pipette. The digestion was neutralized and cells were washed and pelleted before being resuspended in 950 µl freshly prepared 1% PFA (Thermo Scientific, 28908) in PBS. Cells were fixed at room temperature for 10 min while rotating. Totally, 50 µl of 2.5 M Glycine was added to quench the reaction and cells were centrifuged at 1000*g* (4 °C for 5 min). Cells were washed twice with cold PBS. After removing the PBS, cells were incubated in cold cell membrane and nuclear lysis buffers containing non-denaturing detergents for 30 min each, rotating at 4 °C. Samples were washed and pellets were suspended in a 300 µl of sonication buffer containing 0.1% SDS. Samples were sonicated in a Diagenode Bioruptor Plus (30 cycles, 30 s on, 30 s off, on high and cleared with a 1:10 volume of 10% Triton X-100. Cleared lysate was added to a mixture of protein A (Life Technologies, 10002D) and protein G beads (Life Technologies, 10004D) (20 µl each) bound to H3K27me3, H3K4me3 (EMD Millipore, CS200580), or Rabbit IgG (EMD Millipore, CS200581), and incubated overnight, rotating at 4 °C. Beads were washed 10 times with cold RIPA buffer on a magnetic rack and on ice, followed by two washes with AMBIC (100 mM). Beads were suspended in 100 µL Elution Buffer containing 2 µL of 20 mg/mL proteinase K, and incubated in a 65 °C water bath overnight. DNA was isolated by phenol/chloroform extraction and precipitated in ethanol for 2 days at −20 °C. Purified DNA was used for ChIP-qPCR analyses. Primer sequences are provided in Supplementary Table 2.

### Statistics and reproducibility

Statistical tests for significance were described in individual figure legends. All results were repeated by at least three biological replicates unless specified in figure legends. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. Blinding was done for quantification of proliferation (Fig. 2e, Fig. 4d, Fig. S9b), OLFM4 staining (Fig. 6d), TUNEL (Fig. S4b) and crypt length (Fig. 6c).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementari Data 3

Reporting Summary

## Data Availability

All NGS data were aligned to genome build GRCm38/mm10. Transcriptome annotations were built using “GENCODE vM4 [https://www.gencodegenes.org/mouse/release_M4.html]”. Genome and transcriptome annotations were modified to include SIRV spike-in sequences and transcript models (lot 170612a). The raw and processed NGS datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus under accession code “GSE147418”. This study also makes use of data published by the ENCODE consortium under the following accession codes: “ENCFF518FTX”, “ENCFF886OPQ”, “ENCFF039QOO”, “ENCFF396TSB”, “ENCFF270YCY”, “ENCFF893IAL”, “ENCFF036PPT”, “ENCFF069OMF”, “ENCFF251XZW”, “ENCFF803SVJ”, “ENCFF829GXB”, “ENCFF280VOA”, “ENCFF180VGZ”, “ENCFF309WXH”, “ENCFF755JAU”, “ENCFF525EWD”, “ENCFF029WVD”, “ENCFF793VQQ”, “ENCFF878VPM”, “ENCFF569KWB”, “ENCFF268PNY”, “ENCFF854JVF”, “ENCFF956QXI”, “ENCFF645FMD”, “ENCFF719SDJ”, “ENCFF291JVZ”, “ENCFF902VXG”, “ENCFF445BPN”, “ENCFF882VQM”, “ENCFF554QOA”, “ENCFF548CJS”, “ENCFF027XQM”, “ENCFF491PKK”, “ENCFF904ZZH”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Epigenetic control of cellular crosstalk defines gastrointestinal organ fate and function
**Source:** Nat Commun. 2023 Jan 30;14:497. doi: 10.1038/s41467-023-36228-2
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### Epigenetic control of cellular crosstalk defines gastrointestinal organ fate and function

Ryan J. Smith<sup>1,2,\*</sup>, Minggao Liang<sup>2,3,\*</sup>, Adrian Kwan Ho Loe<sup>1,2</sup>, Theodora Yung<sup>1,2</sup>, Ji-Eun Kim<sup>1,2</sup>,  
Matthew Hudson<sup>2,3</sup>, Michael D. Wilson<sup>2,3</sup>, Tae-Hee Kim<sup>1,2,‡</sup>

<sup>1</sup>Program in Developmental & Stem Cell Biology, The Hospital for Sick Children, Toronto, Ontario M5G 0A4, Canada; <sup>2</sup>Department of Molecular Genetics, University of Toronto, Toronto, Ontario M5S 1A8, Canada; <sup>3</sup>Program in Genetics and Genome Biology, The Hospital for Sick Children, Toronto, Ontario M5G 0A4, Canada

\* These authors contributed equally.

**Keywords:** Wnt signaling; stem cell niche; gastrointestinal specification; epigenetics

Toronto, ON M5G 0A4  

This file includes Supplementary Figures (1 to 10), Supplementary Tables (1 to 2) and Supplementary Data (1 to 3) Legends.

# Supplementary Figure 1

**a**

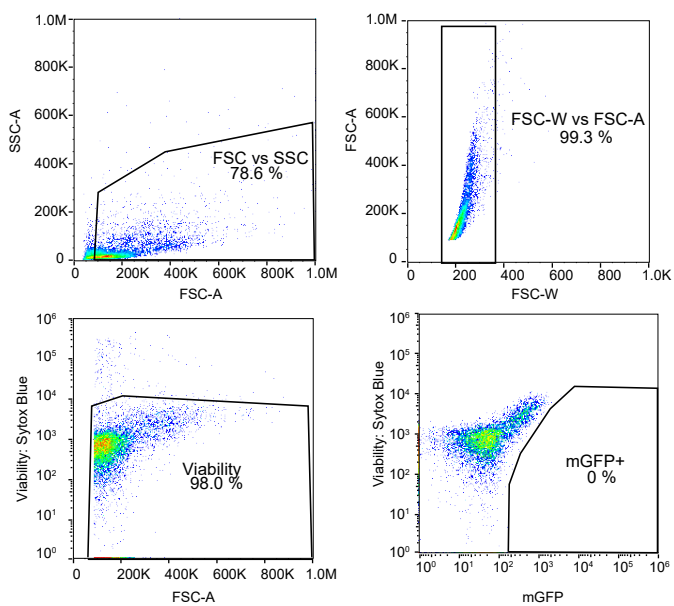

**b**

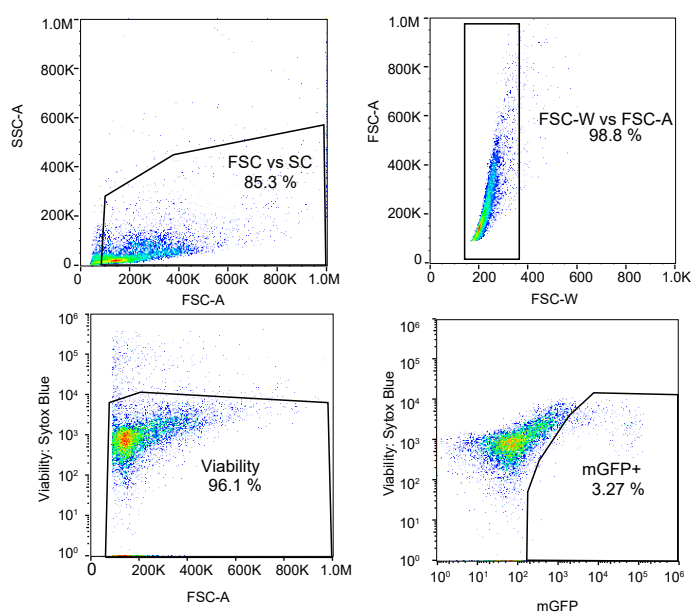

**c**

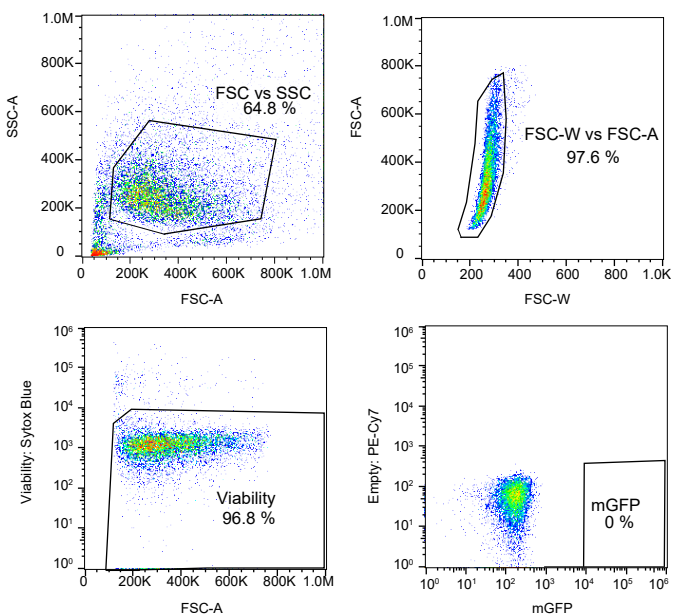

**d**

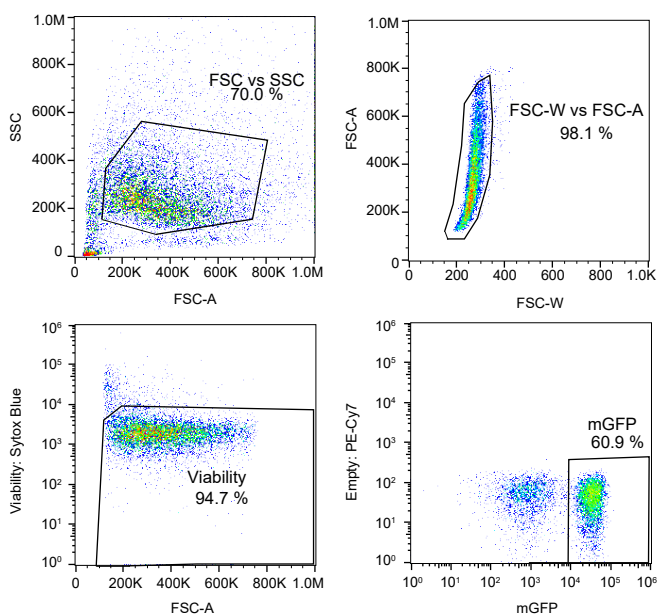

**Supplementary Figure 1. Gating strategy for embryonic samples. a-b** Gates used in sorting CRE- controls (**a**), and  $Pdgfr\beta^{Cre/+};Rosa26^{mTmG}$  and  $Pdgfr\beta^{Cre/+};Eed^{fl/fl};Rosa26^{mTmG}$  mice (**b**). **c-d** Gates used in sorting GFP+ cells from CRE- controls (**c**), and  $Bapx1^{Cre/+};Rosa26^{mTmG}$  and  $Bapx1^{Cre/+};Eed^{fl/fl};Rosa26^{mTmG}$  mice (**d**).

# Supplementary Figure 2

**a**

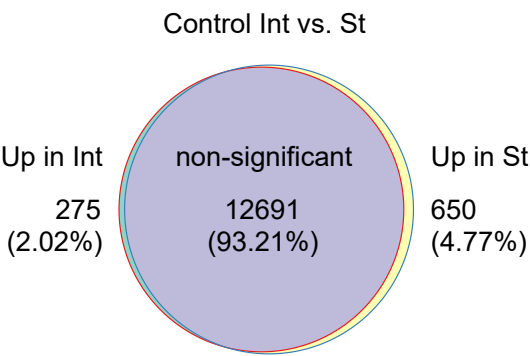

**b**

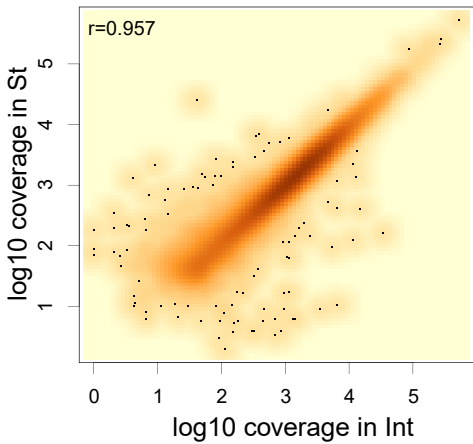

**c**

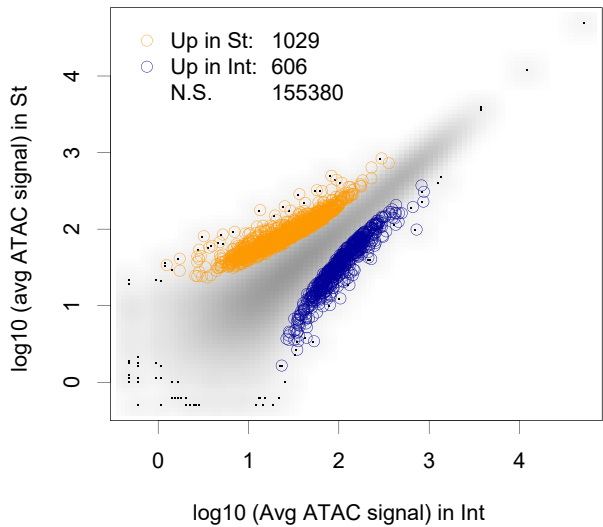

**Supplementary Figure 2. Gene expression is highly similar between stomach and intestinal mesenchyme.** **a** Overview of the number of differentially expressed genes (DEGs) identified between stomach and intestinal mesenchyme. **b** Scatterplot of log-scaled gene-level counts (averaged between replicates). Pearson's R is shown. **c** Pairwise comparison of log10-scaled ATAC-seq coverage at peaks in stomach and intestine. Significant differentially accessible regions (DARs) are marked in yellow (increased accessibility in St) and blue (increased accessibility in Int). Numbers of DARs per category are reported.

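Gene-level counts of the control organs were averaged over the 2 libraries of each organ and compared on the log10 scale after a pseudocount of 1 was added. Across the 23430 genes with at least 1 count in a control embryonic library, the Pearson correlation between intestine and stomach was 0.983. The replicates of the same organ had a correlation of 0.987 in each organ. That value compares single libraries and the value between organs compares means of 2, so they are not on the same footing. Genes are not independent replicates. Keeping the genes that passed the low-count filter moved the correlation most, to 0.972.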

# Supplementary Figure 3

**a**

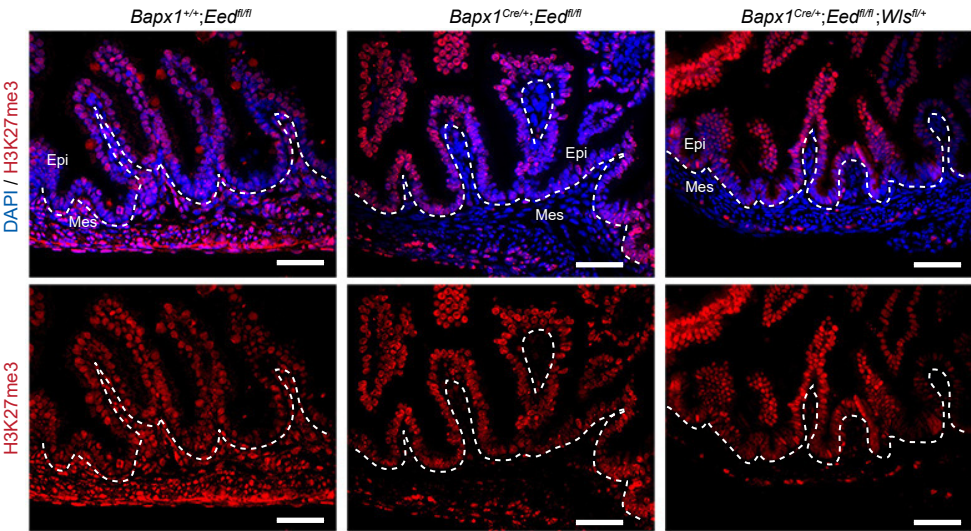

**b**

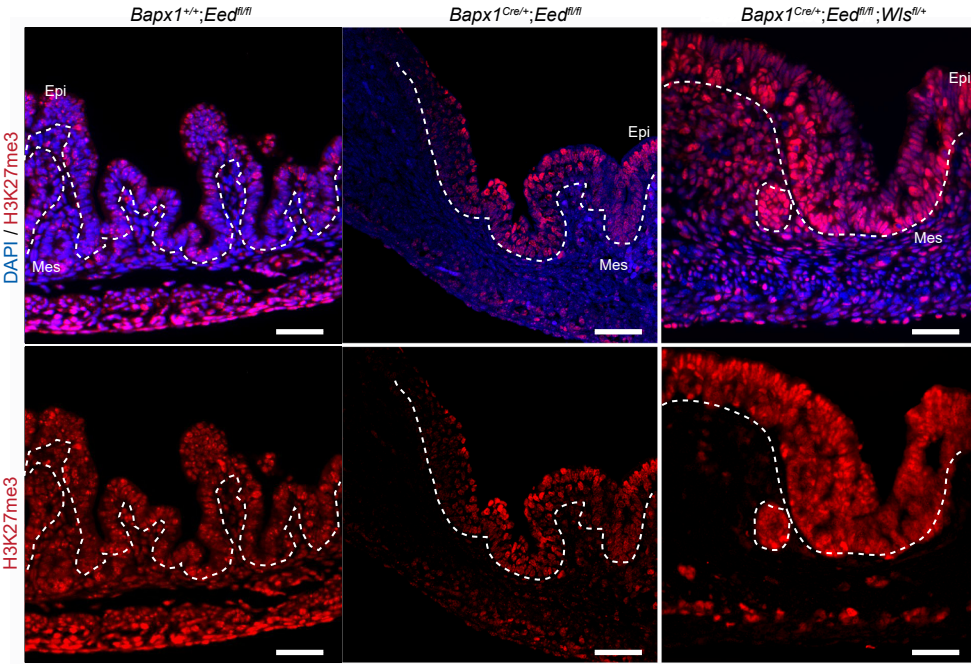

**c**

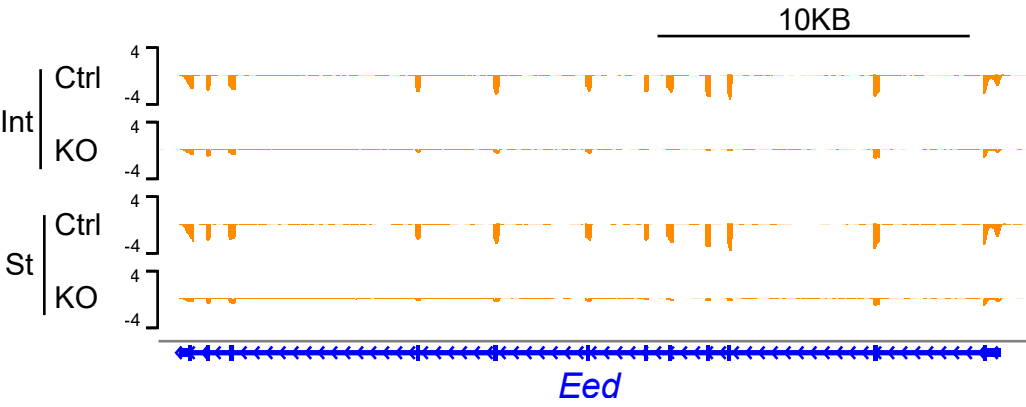

**Supplementary Figure 3. Mesenchymal ablation of PRC2 activity. a-b**

Immunofluorescence staining of H3K27me3 demonstrates a loss of H3K27me3 in mesenchymal cells in *Bapx1<sup>Cre/+</sup>;Eed<sup>fl/fl</sup>* and *Bapx1<sup>Cre/+</sup>;Eed<sup>fl/fl</sup>;Wls<sup>fl/+</sup>* in E17.5 intestine (**a**) and stomach (**b**). Epi – epithelium (above dashed line), Mes – mesenchyme (below dashed line), scale bars = 50µm (*n* = 3 biologically independent samples for each genotype). **c**

WashU genome browser screenshot showing RNA-seq signals (merged replicates) from WT and *Eed* KO E13.5 stomach and intestinal mesenchyme. Negative values indicate reverse-stranded signals.

**Supplementary Figure 4. Characterization of gut phenotypes upon mesenchymal**

**PRC2 loss. a** Whole mount imaging of the stomachs and intestines of *Eed* KO

(*Bapx1<sup>Cre/+</sup>;Eed<sup>fl/fl</sup>*) and control mice (*Bapx1<sup>+/+</sup>;Eed<sup>fl/fl</sup>*) at E17.5. Measurement of intestinal length across  $n = 3$  mice ( $\pm$  SEM,  $**P < 0.01$  by Student's t-test, two-tailed). Source data are provided as a source data file. **b** TUNEL immunofluorescence staining shows similar numbers of apoptotic cells in the intestine of both *Eed* KO and control mice (duodenal tissues,  $\pm$  SEM,  $n = 3$  biologically distinct mice per genotype, n.s – Not Significant, by Student's t-test, two-tailed). Source data are provided as a source data file. **c**

Immunohistochemistry against CDX2 shows its strong expression in the intestinal epithelium of both *Eed* KO and control mice (duodenal tissues;  $n = 3$  biologically independent samples for each genotype). **d** Alcian blue (top) and alkaline phosphatase (bottom) staining shows the presence of intestinal goblet cells and enterocytes in both *Eed* KO and control mice (duodenal tissues;  $n = 3$  biologically independent samples for each genotype).

# Supplementary Figure 5

a

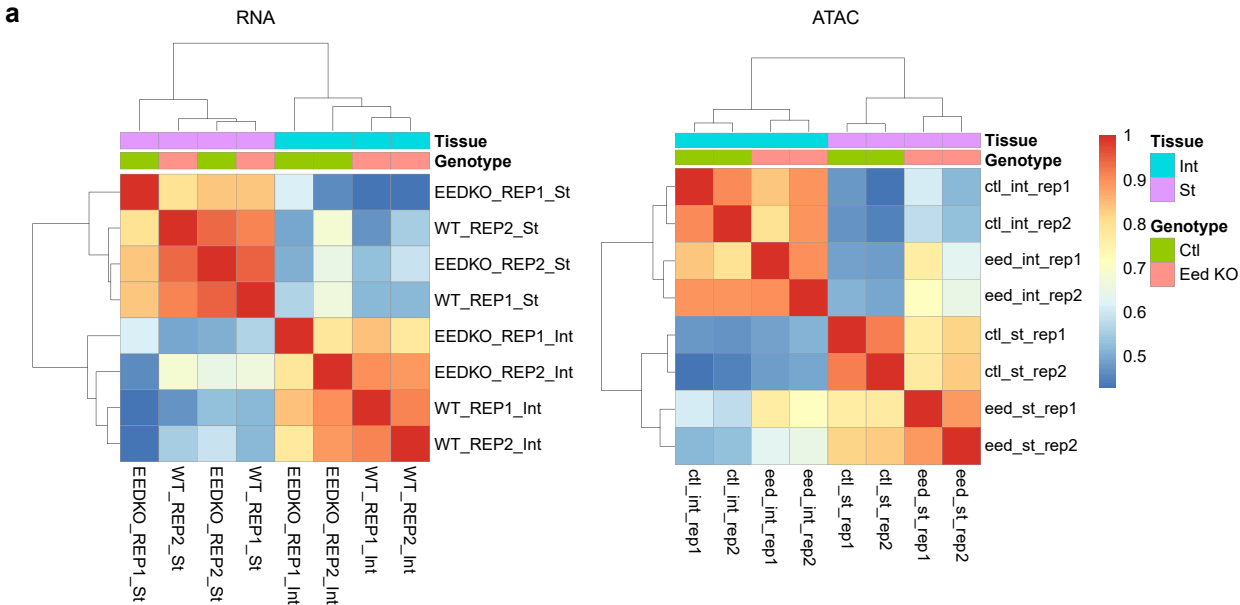

b

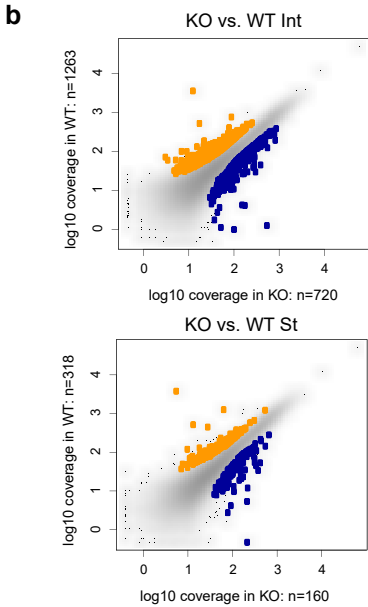

c

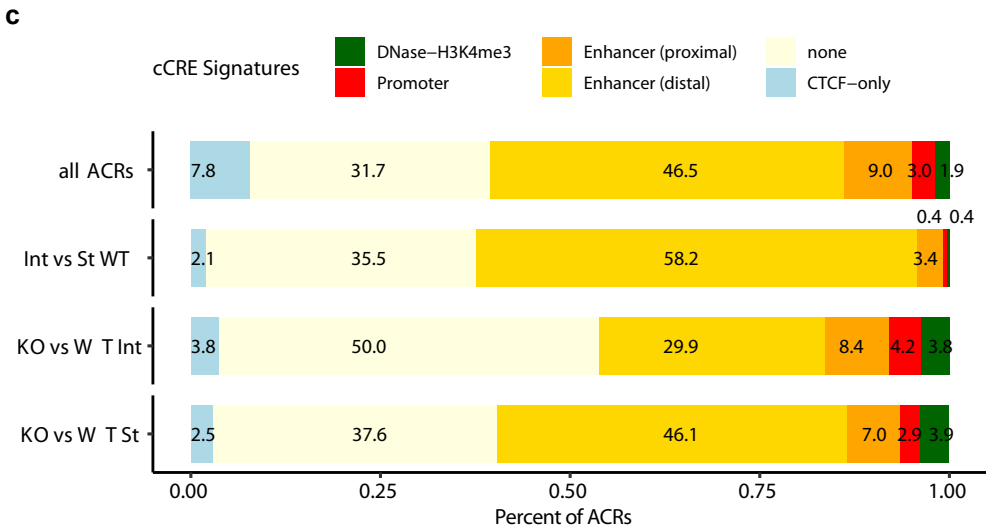

**Supplementary Figure 5. Gene expression and chromatin accessibility analyses of *Eed*-knockout mesenchymal cells.** **a** Unsupervised clustering of samples based on pairwise Pearson correlation coefficient calculated for the top 5000 most variable genes (left) and accessible chromatin regions (right). Color bars label samples by tissue and genotype. **b** Comparison of ATAC signal at accessible chromatin regions between *Eed*-KO Int (left) and St (right). DARs are marked in orange (increase in accessibility) or blue (decrease in accessibility). **c** Annotation of accessible chromatin regions (ACRs) and differentially accessible regions (DARs) using mouse pan-tissue ENCODE cCREs (accession: ENCF904ZZH). ACRs and DARs were assigned an annotation according to the nearest cCRE within 250bp. Top row shows all ACRs across the entire dataset. Bottom rows show DARs from individual contrasts (y-axis). Values (x-axis) shows percentage calculated for total number of regions in each row.

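The 8 embryonic RNA-seq libraries were clustered by the pairwise Pearson correlation of the 5000 most variable genes. The first split separated intestine from stomach, and 4 clusters matched the 4 groups of organ and genotype. The mean correlation between intestinal and gastric libraries was 0.939 in control and 0.937 in *Eed* KO. The grouping was the same with the 500 and the 1000 most variable genes, at which these means were 0.58 and 0.598, and 0.731 and 0.734.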

Supplementary Figure 6

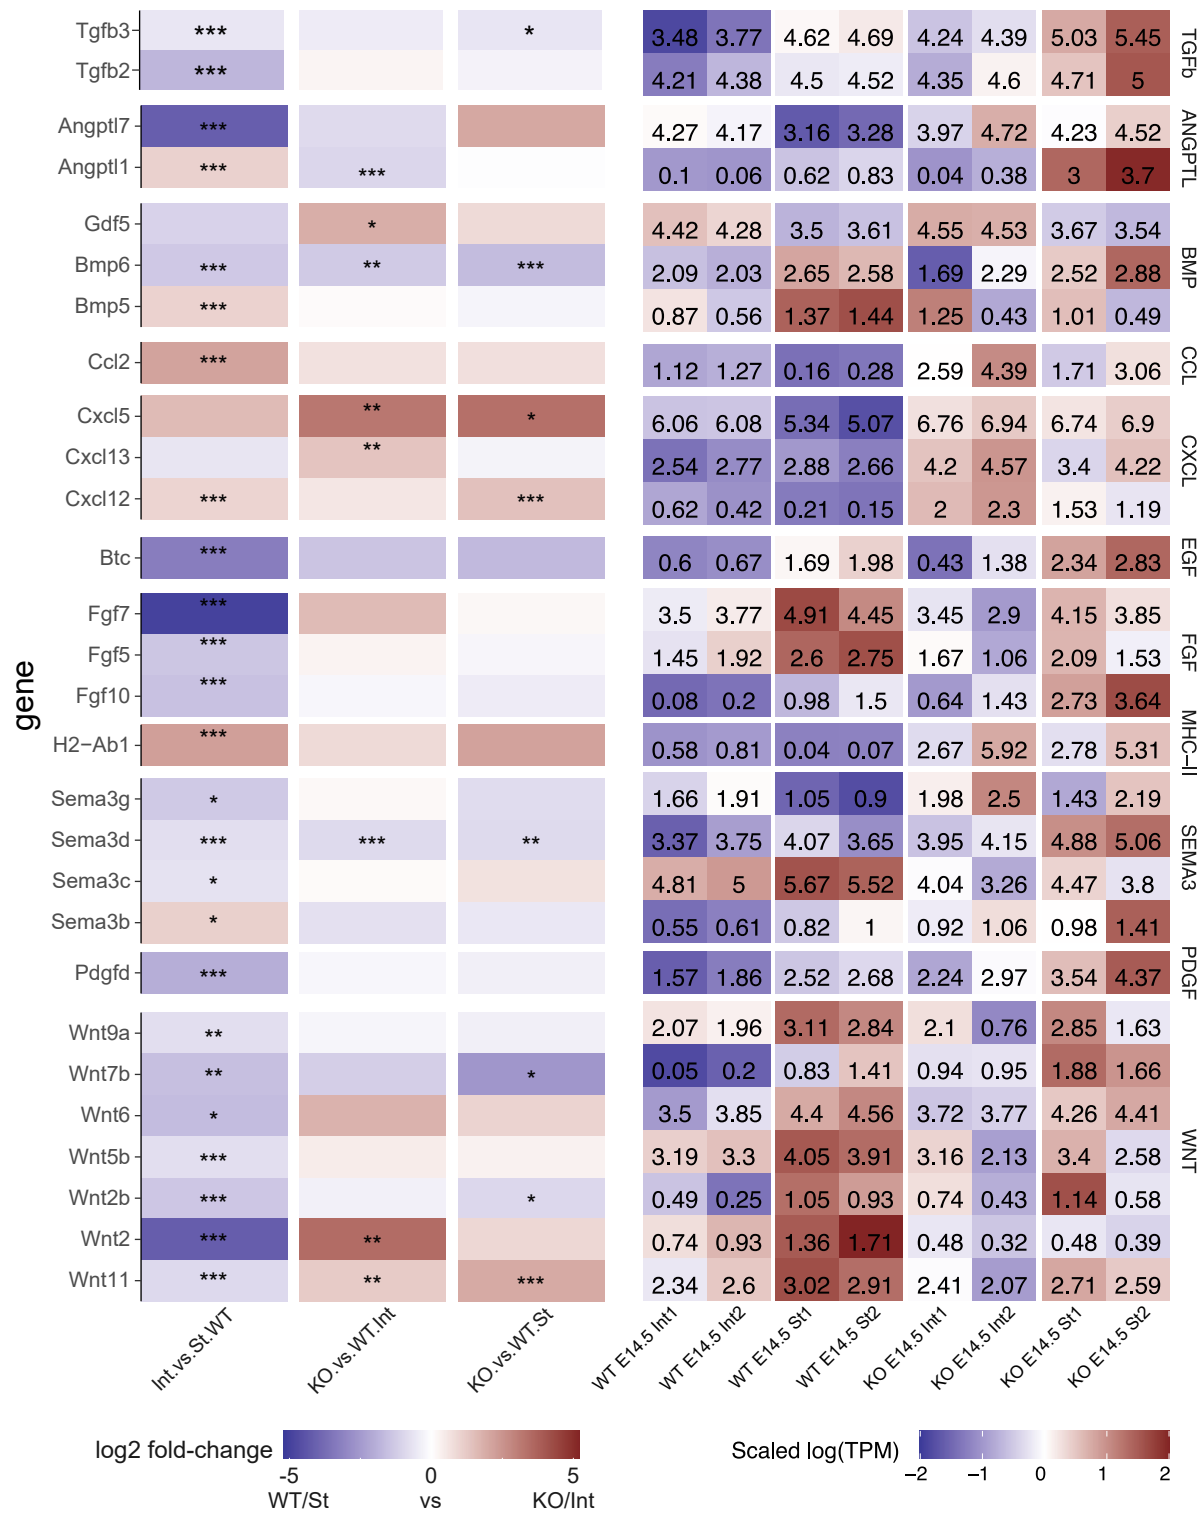

**Supplementary Figure 6. Differential expression of select secreted ligands in embryonic mesenchymal cells.** Comparisons between WT tissues, and between WT and *Eed* KO within tissues, are shown. Heatmap showing the TPM expression value of PRC2-sensitive ligands for all RNA-seq samples. Values show  $\log(\text{TPM} + 1)$ , and color shows the Z-normalized expression per gene. TPM values were calculated from spike-in normalized counts.

# Supplementary Figure 7

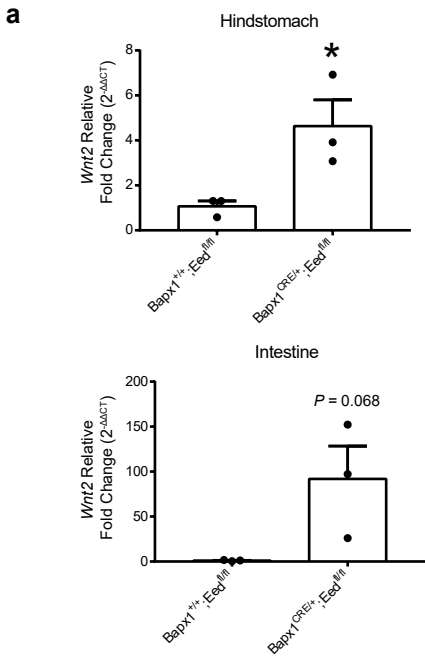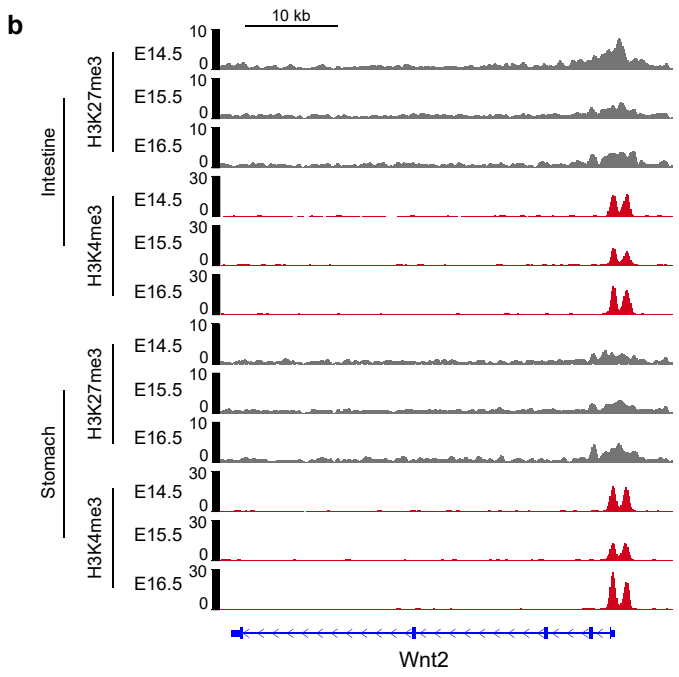

**Supplementary Figure 7. Analysis of *Wnt2* expression and histone modification.** **a** qRT-PCR of *Wnt2* in E16.5 in mesenchymal cells of control and PRC2-knockout mice ( $n = 3$  biologically distinct mice per genotype,  $\pm$  SEM,  $*P < 0.05$ , by Student's t-test, two-tailed). Source data are provided as a source data file. **b** Alignment of publicly available (see Methods) H3K27me3 and H3K4me3 ChIP-seq data at *Wnt2* to assess chromatin bivalency in E14.5, E15.5, and E16.5 whole intestine and stomach.

# Supplementary Figure 8

a

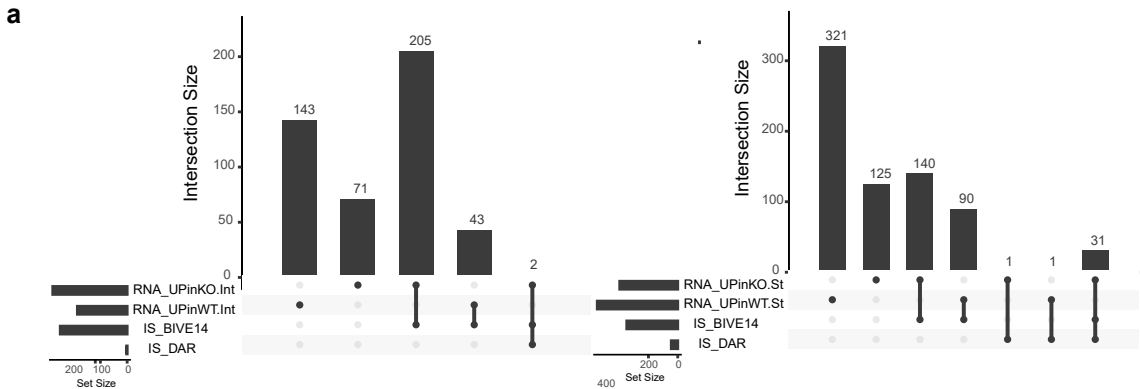

b

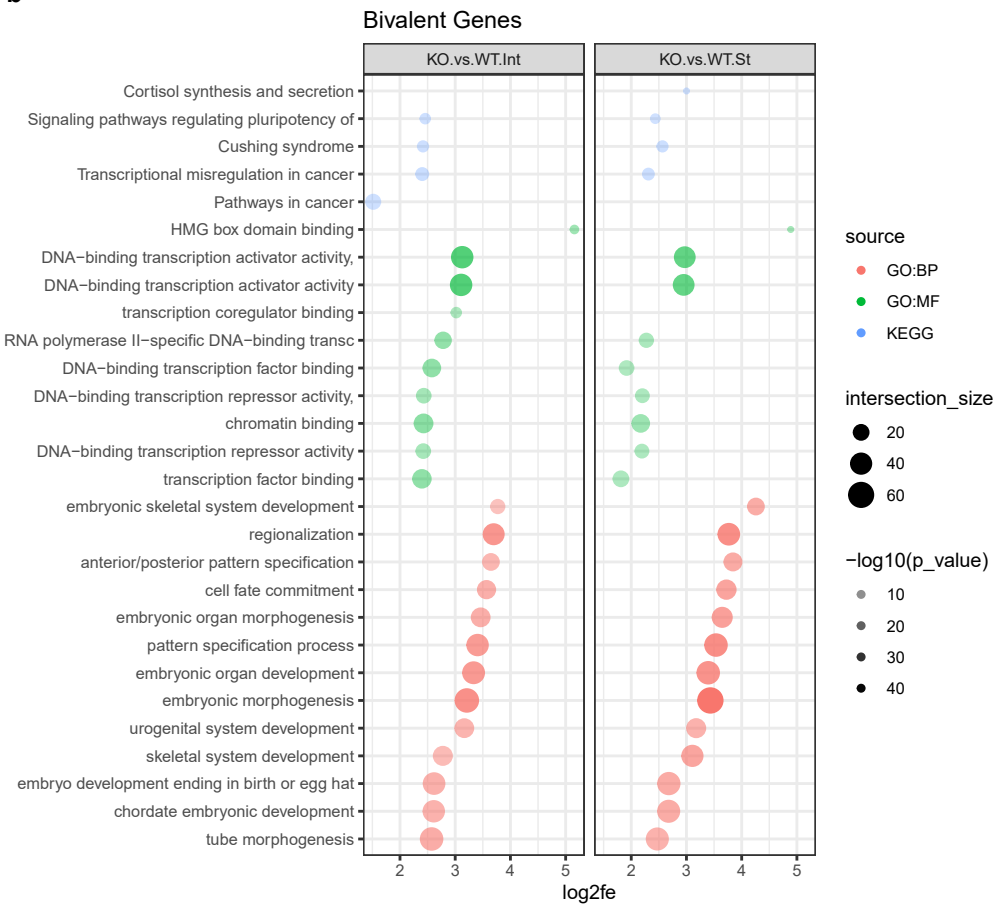

**Supplementary Figure 8. Analysis of bivalent PRC2-sensitive genes.** **a** Stratification of PRC2-sensitive genes in stomach and intestine based on promoter chromatin accessibility change (IS\_DAR) and overlap with bivalent chromatin marks in at least one of stomach or intestine (IS\_BIVE14). **b** GO enrichment analysis of bivalent PRC2-sensitive genes in intestine (left) and stomach (right), designated as described above. GO enrichments were performed with gProfiler2 (build:e105\_eg52\_p16\_e84549f) in R. Only the top 10 significant hits ( $P < 0.01$ ), ranked by fold-enrichment per tissue and per ontology source, are shown.

# Supplementary Figure 9

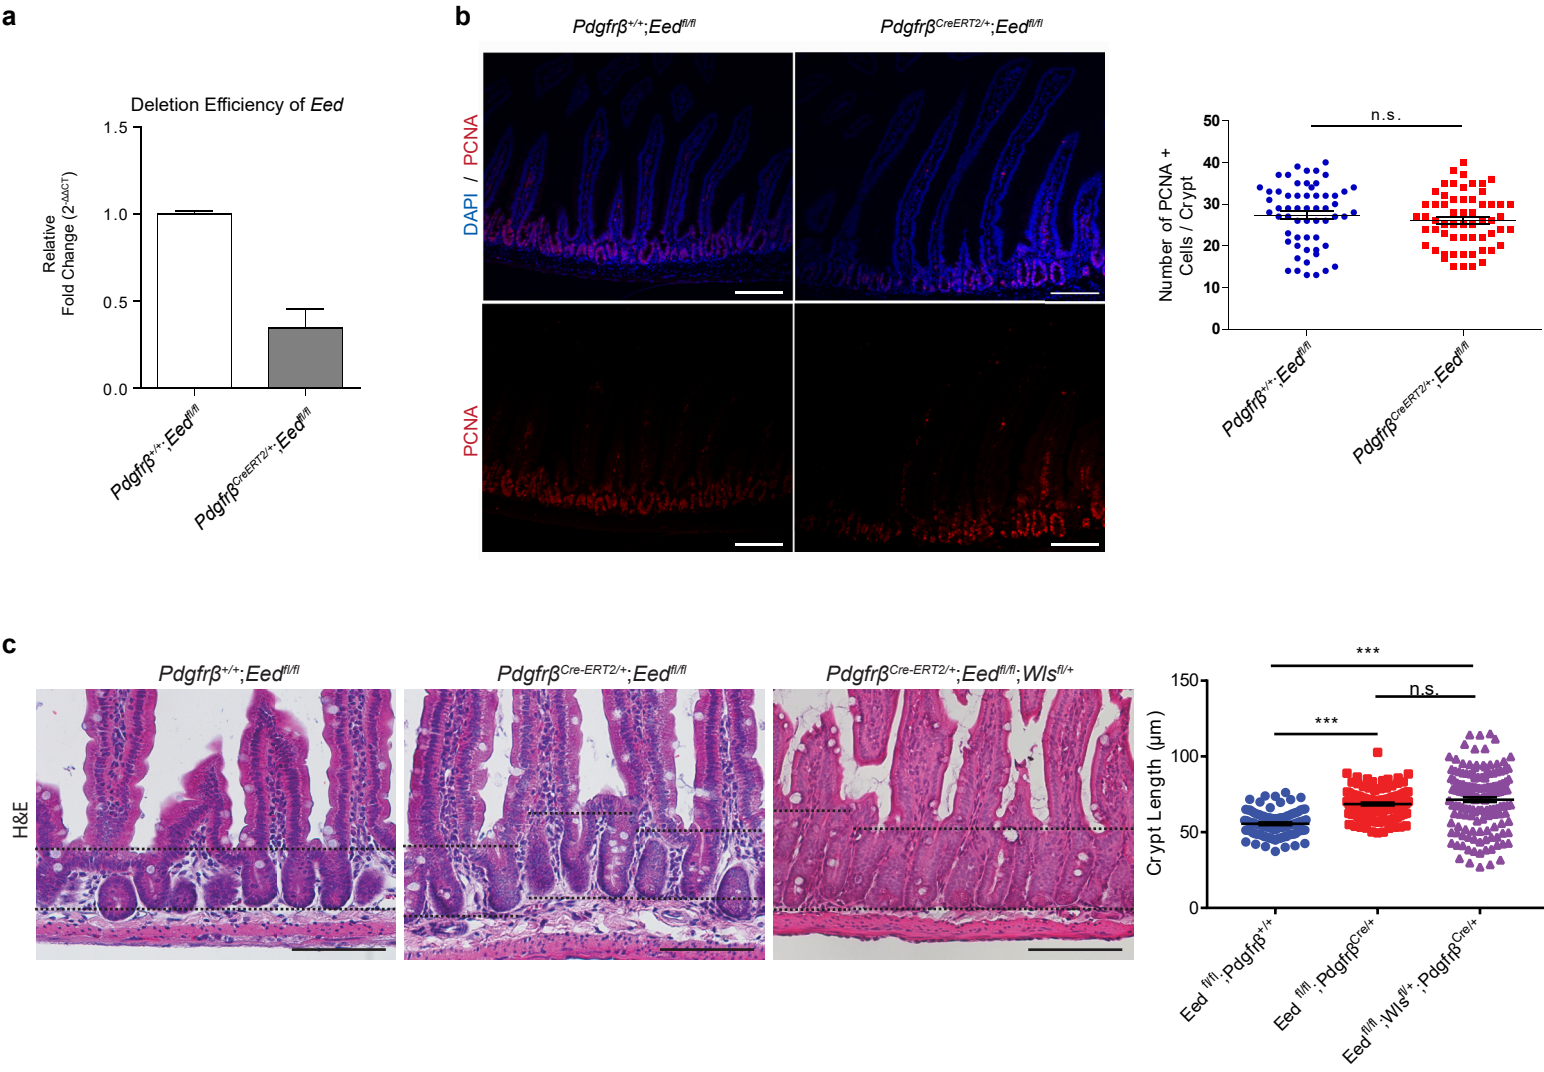

**Supplementary Figure 9. PRC deletion in pericryptal cells does not alter proliferation.**

**a** Deletion efficiency of *Eed* in pericryptal cells isolated from *Pdgfr $\beta$ <sup>Cre/+</sup>;Eed*

*fl/fl*;Rosa26<sup>mTmG</sup> and *Pdgfr $\beta$ <sup>+/+</sup>;Eed<sup>fl/fl</sup>;Rosa26<sup>mTmG</sup>* mice (*n* = 2 biologically independent animals, mean  $\pm$  SEM). Source data are provided as a source data file. **b**

Immunofluorescence staining of PCNA. Number of PCNA positive cells per crypt were quantified in *n* = 3 biologically distinct mice per genotype ( $\pm$  SEM, n.s – Not Significant by Student's t-test, two-tailed). Each data point represents an independent crypt measurement. Source data are provided as a source data file. **c** Haematoxylin and Eosin

staining of the intestines of *Pdgfr $\beta$ <sup>Cre/+</sup>;Eed<sup>fl/fl</sup>*, *Pdgfr $\beta$ <sup>Cre/+</sup>;Eed<sup>fl/fl</sup>*, and *Pdgfr $\beta$ <sup>Cre/+</sup>;Eed<sup>fl/fl</sup>;Wls<sup>fl/+</sup>* mice shows an increased crypt length in *Eed* KOs compared to controls, while *Wls* heterozygosity causes no further changes in crypt length (*n* = 3 biologically independent animals, mean  $\pm$  SEM, \*\*\* *p* < 0.001, n.s – Not Significant, by Student's t-test, two-tailed). Source data are provided as a source data file. Scale bars = 100 $\mu$ m.

# Supplementary Figure 10

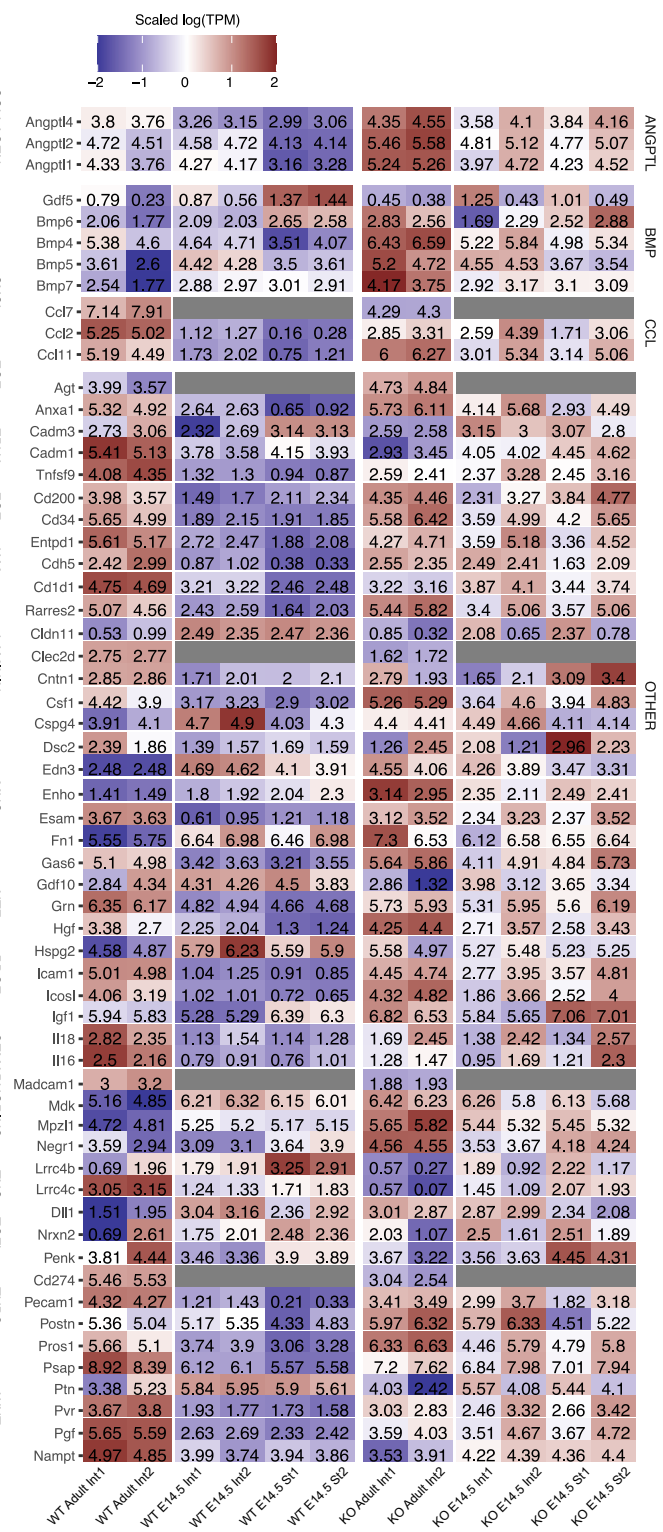

**Supplementary Figure 10. Differential expression of secreted ligands in adult and embryonic intestinal mesenchymal cells upon *Eed* KO.** Heatmap showing the TPM expression value of PRC2-sensitive ligands for all RNA-seq samples. Values show  $\log(\text{TPM} + 1)$ , while color represents the Z-normalized expression per gene. TPM values were calculated from spike-in normalized counts.

**Supplementary Table 1.** Datasets from the ENCODE consortium used in this study.

| <b>File Type</b>  | <b>Organ</b> | <b>Histone Mark</b> | <b>Stage</b> | <b>ENCODE ascension codes</b> |
|-------------------|--------------|---------------------|--------------|-------------------------------|
| bigWig            | Stomach      | H3K27me3            | E14.5        | ENCFF518FTX                   |
|                   |              |                     | E15.5        | ENCFF886OPQ                   |
|                   |              |                     | E16.5        | ENCFF039QOO                   |
|                   | Intestine    | H3K27me3            | E14.5        | ENCFF396TSB                   |
|                   |              |                     | E15.5        | ENCFF270YCY                   |
|                   |              |                     | E16.5        | ENCFF893IAL                   |
|                   | Stomach      | H3K27ac             | E14.5        | ENCFF036PPT                   |
|                   |              |                     | E16.5        | ENCFF069OMF                   |
|                   | Intestine    | H3K27ac             | E14.5        | ENCFF251XZW                   |
|                   |              |                     | E15.5        | ENCFF803SVJ                   |
|                   |              |                     | E16.5        | ENCFF829GXB                   |
|                   | Stomach      | H3K4me3             | E14.5        | ENCFF280VOA                   |
|                   |              |                     | E15.5        | ENCFF180VGZ                   |
|                   |              |                     | E16.5        | ENCFF309WXH                   |
|                   | Intestine    | H3K4me3             | E14.5        | ENCFF755JAU                   |
|                   |              |                     | E15.5        | ENCFF525EWD                   |
|                   |              |                     | E16.5        | ENCFF029WVD                   |
| bed (narrow Peak) | Stomach      | H3K4me3             | E14.5        | ENCFF793VQQ                   |
|                   |              |                     | E15.5        | ENCFF878VPM                   |
|                   |              |                     | E16.5        | ENCFF569KWB                   |
|                   |              |                     | P0           | ENCFF268PNY                   |
|                   | Intestine    | H3K4me3             | E14.5        | ENCFF854JVF                   |
|                   |              |                     | E15.5        | ENCFF956QXI                   |
|                   |              |                     | E16.5        | ENCFF645FMD                   |
|                   |              |                     | P0           | ENCFF719SDJ                   |
| ChromHMM (bed9)   |              |                     |              | ENCFF291JVZ                   |
|                   |              |                     |              | ENCFF902VXG                   |
|                   |              |                     |              | ENCFF445BPN                   |
|                   |              |                     |              | ENCFF882VQM                   |
|                   |              |                     |              | ENCFF554QOA                   |
|                   |              |                     |              | ENCFF548CJS                   |
|                   |              |                     |              | ENCFF027XQM                   |
|                   |              |                     |              | ENCFF491PKK                   |

**Supplementary Table 2.** Primer sequences used in this study.

| Gene/locus    | Purpose   | Sequence                                                                                   |
|---------------|-----------|--------------------------------------------------------------------------------------------|
| Neg           | ChIP-qPCR | Forward: 5' – ACAACATCCACACGTCCAGTGATT – 3'<br>Reverse: 5' – ACAACATCCACACGTCCAGTGATT – 3' |
| <i>Gapdh</i>  | ChIP-qPCR | Forward: 5' – TATGCCCCGAGGACAATAAGG – 3'<br>Reverse: 5' – CGCCGTTATGAAATCTTGCT – 3'        |
| <i>Actb</i>   | ChIP-qPCR | Forward: 5' – CGTAGGCCCAGATGTACAGG – 3'<br>Reverse: 5' – CAAACAAGAGGCCACACAAA – 3'         |
| <i>Hoxd12</i> | ChIP-qPCR | Forward: 5' – AATTGGTGGCCGTAACAC – 3'<br>Reverse: 5' – GCCAAGCTGGAAGTGGTTAG – 3'           |
| <i>Wnt2</i>   | ChIP-qPCR | Forward: 5' – CTTTCCGTTCCCCTCCAG – 3'<br>Reverse: 5' – GGAGATAGCTCTTGCCATCG – 3'           |
| <i>Gapdh</i>  | RT-qPCR   | Forward: 5' – TCGTCCCGTAGACAAAATGG – 3'<br>Reverse: 5' – GAGGTCAATGAAGGGGTCGT – 3'         |
| <i>Wnt2</i>   | RT-qPCR   | Forward: 5' – CTCGGTGGAATCTGGCTCTG – 3'<br>Reverse: 5' – CACATTGTCACACATCACCT – 3'         |
| <i>Eed</i>    | RT-qPCR   | Forward: 5' – GTGTGGAAGGGCACAGAGAT – 3'<br>Reverse: 5' – ATCAAATCGCCTAACCATCG – 3'         |

**Supplementary Data 1.** DESEQ2 results of differentially expressed genes identified between organs and between control and *Eed* KO conditions, as determined by RNA-seq.

**Supplementary Data 2.** DESEQ2 results of differentially accessible regions identified between organs and between control and *Eed* KO conditions, as determined by ATAC-seq.

**Supplementary Data 3.** Joint DESEQ2 results, which combine the DESEQ2 results from RNA-seq and ATAC-seq.

# Supplementary material for: Epigenetic control of cellular crosstalk defines gastrointestinal organ fate and function
**Source:** Nat Commun. 2023 Jan 30;14:497. doi: 10.1038/s41467-023-36228-2
**Supplement:** Supplementary file 2 — Description of additional Supplementary File

### **Descriptions of additional supplementary files**

Supplementary Data 1. DESEQ2 results of differentially expressed genes identified between organs and between control and Eed KO conditions, as determined by RNA-seq.

Supplementary Data 2. DESEQ2 results of differentially accessible regions identified between organs and between control and Eed KO conditions, as determined by ATAC-seq.

Supplementary Data 3. Joint DESEQ2 results, which combine the DESEQ2 results from RNA-seq and ATAC-seq.

# Supplementary material for: Epigenetic control of cellular crosstalk defines gastrointestinal organ fate and function
**Source:** Nat Commun. 2023 Jan 30;14:497. doi: 10.1038/s41467-023-36228-2
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina base-calling: bcl2fastq2 v2.20

Data analysis

Genome Alignment (ATAC-seq): bwa v0.7.8  
Genome Alignment (RNA-seq): STAR v2.5.1b  
Read counting: featureCounts v1.5.0  
Peak Calling: MACS v2.1.2  
Differential Enrichment Analysis: DESeq2 v1.24  
GraphPad Prism 7 software was used for quantifying counts.  
The "Find Maxia" function of FIJI (version 1.52r) was used to quantify Axin2 expression  
Cytobank 7.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All NGS data were aligned to genome build GRCm38/mm10. Transcriptome annotations were built using GENCODE vM4 [https://www.encodegenes.org/mouse/release\\_M4.html](https://www.encodegenes.org/mouse/release_M4.html). Genome and transcriptome annotations were modified to include SIRV spike-in sequences and transcript models (lot 170612a) [https://www.lexogen.com/wp-content/uploads/2021/06/Previous\\_versions\\_SIRV-Set\\_3\\_until\\_2020.zip](https://www.lexogen.com/wp-content/uploads/2021/06/Previous_versions_SIRV-Set_3_until_2020.zip). Raw and processed NGS datasets are available through GEO accession GSE147418 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147418>.

This study makes use of data published by the ENCODE consortium, under the following accession codes:

ENCFF518FTX: <https://www.encodeproject.org/files/ENCFF518FTX/>  
 ENCFF886OPQ: <https://www.encodeproject.org/files/ENCFF886OPQ/>  
 ENCFF039QOO: <https://www.encodeproject.org/files/ENCFF039QOO/>  
 ENCFF396TSB: <https://www.encodeproject.org/files/ENCFF396TSB/>  
 ENCFF270YCY: <https://www.encodeproject.org/files/ENCFF270YCY/>  
 ENCFF893IAL: <https://www.encodeproject.org/files/ENCFF893IAL/>  
 ENCFF036PPT: <https://www.encodeproject.org/files/ENCFF036PPT/>  
 ENCFF069OMF: <https://www.encodeproject.org/files/ENCFF069OMF/>  
 ENCFF251XZW: <https://www.encodeproject.org/files/ENCFF251XZW/>  
 ENCFF803SVJ: <https://www.encodeproject.org/files/ENCFF803SVJ/>  
 ENCFF829GXB: <https://www.encodeproject.org/files/ENCFF829GXB/>  
 ENCFF280VOA: <https://www.encodeproject.org/files/ENCFF280VOA/>  
 ENCFF180VGZ: <https://www.encodeproject.org/files/ENCFF180VGZ/>  
 ENCFF309WXH: <https://www.encodeproject.org/files/ENCFF309WXH/>  
 ENCFF755JAU: <https://www.encodeproject.org/files/ENCFF755JAU/>  
 ENCFF525EWD: <https://www.encodeproject.org/files/ENCFF525EWD/>  
 ENCFF029WVD: <https://www.encodeproject.org/files/ENCFF029WVD/>  
 ENCFF793VQQ: <https://www.encodeproject.org/files/ENCFF793VQQ/>  
 ENCFF878VPM: <https://www.encodeproject.org/files/ENCFF878VPM/>  
 ENCFF569KWB: <https://www.encodeproject.org/files/ENCFF569KWB/>  
 ENCFF268PNY: <https://www.encodeproject.org/files/ENCFF268PNY/>  
 ENCFF854JVF: <https://www.encodeproject.org/files/ENCFF854JVF/>  
 ENCFF956QXI: <https://www.encodeproject.org/files/ENCFF956QXI/>  
 ENCFF645FMD: <https://www.encodeproject.org/files/ENCFF645FMD/>  
 ENCFF719SDJ: <https://www.encodeproject.org/files/ENCFF719SDJ/>  
 ENCFF291JVZ: <https://www.encodeproject.org/files/ENCFF291JVZ/>  
 ENCFF902VXG: <https://www.encodeproject.org/files/ENCFF902VXG/>  
 ENCFF445BPN: <https://www.encodeproject.org/files/ENCFF445BPN/>  
 ENCFF882VQM: <https://www.encodeproject.org/files/ENCFF882VQM/>  
 ENCFF554QOA: <https://www.encodeproject.org/files/ENCFF554QOA/>  
 ENCFF548CJS: <https://www.encodeproject.org/files/ENCFF548CJS/>  
 ENCFF027XQM: <https://www.encodeproject.org/files/ENCFF027XQM/>  
 ENCFF491PKK: <https://www.encodeproject.org/files/ENCFF491PKK/>

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

No human participants are involved.

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | n = 2 biological replicates are used for sequencing experiments. A minimum of n = 3 biologically independent samples were used in all image quantification. No statistical method was used to predetermine sample size. For mutant mouse strains, difficulties of acquiring mutant genotype limit sample size. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                         |
| Replication     | All phenotypes are reproduced consistently in the indicated n number of biological distinct animals.                                                                                                                                                                                                           |
| Randomization   | Allocation into groups was determined by genotype after dissection.                                                                                                                                                                                                                                            |
| Blinding        | Blinding was done for quantification of proliferation (Fig 2. E, Fig 4 D, Supple. Fig 9 B), OLFM4 staining (Fig. 6 D), TUNEL (Supple. Fig. 4 B) and crypt length (Fig. 6 C). Blinding was not necessary for sequencing experiments and imaging, as no data were excluded.                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

For immunofluorescence staining:

Mouse anti-PCNA 1:200 (Santa Cruz Biotechnology, sc-56, lot C0816)  
 Rabbit anti-H3K27me3, 1:750 (EMD Millipore, 07-449)  
 Rabbit anti-OLFM4, 1:100 (Cell Signaling Technology, D6Y5A)  
 Mouse anti-GFP, 1:300 (1:300; Santa Cruz Biotechnology, 9996)  
 Goat anti-mouse alexa fluor 568, 1:500 (Thermo Fisher Scientific, A11031)  
 Goat anti-rabbit alexa fluor 568, 1:500 (Thermo Fisher Scientific, A11036)  
 Goat anti-mouse alexa fluor 488, 1:500 (Thermo Fisher Scientific, A11029)

For Immunohistochemistry staining:

Mouse anti-PDX1 1:300 (Developmental Studies Hybridoma Bank, F109-D12)  
 Mouse anti-CDX2, 1:300 (Biogenex, MU392A-UC)  
 Biotin-conjugated anti-mouse, 1:200 (Vector Laboratories, BA-9200)

For Chromatin Immunoprecipitation:

Rabbit anti-H3K27me3, 1ug per 10uL of beads used (EMD Millipore, 07-449)  
 Rabbit anti-H3K4me3, 1ug per 10uL of beads used (EMD Millipore, CS200580)  
 Rabbit anti-IgG, 1 ug per 10uL of beads used (EMD Millipore, CS200581)

## Validation

For immunofluorescence staining:

Mouse anti-PCNA 1:200 (Santa Cruz Biotechnology, sc-56, lot C0816)

reactivity: mouse, rat, human

application: WB, IP, ICC, IHC, FACS

commercial test: ICC on HeLa, IHC on human lymph node tissue, WB on HCT-166/Raji/HeLa/MOLT-4/NIH/3T3/KNRK

Rabbit anti-H3K27me3, 1:750 (EMD Millipore, 07-449)

reactivity: human, mouse

application: ICC, IP, Mplex, WB, IHC

commercial test: ICC on MEF, WB on HeLa, WB on peptides

Rabbit anti-OLFM4, 1:100 (Cell Signaling Technology, D6Y5A)

reactivity: mouse

application: WB, IP, IHC, ICC

commercial test: WB on mouse intestine/spleen/colon, IHC on mouse intestinal adenoma, IHC on mouse small intestine and colon, IHC on mouse spleen, IF on mouse small intestine

Mouse anti-GFP, 1:300 (1:300; Santa Cruz Biotechnology, 9996)

reactivity: not applicable

application: WB, IP, IF, FCM, ELISA

commercial test: ICC on COS, WB on COS, WB on recombinant protein

Mouse anti-PDX1 1:300 (Developmental Studies Hybridoma Bank, F109-D12)

reactivity: mouse rat

application: ELISA, FACS, IF, IHC, WB

commercial test: no commercial test shown on manufacturer website, but applications are referenced

Mouse anti-CDX2, 1:300 (Biogenex, MU392A-UC)

reactivity: mouse, human

application: IHC, ICC

commercial test: no commercial test shown on manufacturer website, but applications are referenced

Rabbit anti-H3K4me3, 1 µg per 10 µL of beads used (EMD Millipore, CS200580)

reactivity: human, mouse

application: WB, ChIP, ChIP-seq

commercial test: ChIP in HeLa/U2OS

Rabbit anti-IgG, 1 µg per 10 µL of beads used (EMD Millipore, CS200581)

reactivity: not applicable

application: IP, WB

commercial test: no commercial test shown on manufacturer website, but applications are referenced

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Male and female mice (*mus musculus*) from mixed strain backgrounds were harvested at E13.5, E16.5, E17.5, and approximately 10 weeks of age for this study.

Background strains of mouse lines used in this study:

Pdgfr $\beta$ Cre-ERT2: mixed 129 x C57BL/6

Eedfl: mixed 129 x C57BL/6

Bapx1Cre: C57BL/6

Wlsfl: mixed 129 x 129S1/SvlmJ

Rosa26mTmG: mixed C57BL/6J x CD-1

Up to 5 adult mice are housed in one cage with water valve, dried food pellet and nesting. Animals are housed in The Centre for Phenogenomics located in Toronto, Ontario. Additional information regarding housing conditions can be found on The Centre for Phenogenomics website.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Sex was not relevant in this study.

### Field-collected samples

No samples were collected from the field.

## Ethics oversight

All mice were handled in accordance with the rules and regulations of the Canadian Council on Animal Care Guidelines for Use of Animals in Research and Laboratory Animal Care under protocols approved by the Animal Care Committee at The Centre for Phenogenomics (protocol: 19-0276H).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For embryonic samples:

E13.5 GFP+ embryos were identified through fluorescence microscopy. Stomachs and intestines of each animal were separated through microdissection and placed in 2% Fetal Bovine Serum in ultra-pure PBS. Samples were then centrifuged at 4°C for 5 minutes at 400 RCF. Samples were digested in 3ml of a 2:1 ratio of TrypLE Express to ultrapure PBS until tissues clumped together (approximately 10 minutes). Tissue were then subject to manual dissociation with a p200 pipette until a single-cell solution was observed. Samples were then neutralized with an equal volume of 2% FBS in ultrapure PBS and centrifuged at the conditions described above. Samples were washed in ultrapure 2% FBS and centrifuged again. After decanting the solution, cells were resuspended in ultrapure 2% FBS containing a 1:5000 dilution of Sytox Blue, and filtered through 35µm mesh into a polypropylene tube in preparation for FACS using the Sony SH800 BRV instrument.

For adult samples:

Briefly, small intestines were isolated, opened, and washed in GB1 (HBSS with 10% fetal calf serum, and 10mM HEPES). Villi were carefully scraped off using a glass slide and discarded. Remaining tissue was cut into small pieces, vortexed, and washed twice in GB1. Tissues were transferred to GB2 (GB1 with 10mM EDTA) and shaken for 20min (220 RPM) at 37°C before being vortexed and washed through a 100µm to removed epithelial cells. This process was repeated twice and remaining tissues were washed in GB1 before being placed in digestion solution (20ml RPMI, 1% Penicillin-Streptomycin, 10% FBS, 15mM HEPES, 2mg DNase I, 3.12mg Protease IV, 58mg Dispase II for 1 hour at 37°C, vortexing every 15 minutes. The cell suspension was poured through a 70µm strainer and centrifuged at 400g for 5 min at 4°C. The supernatant was removed and this wash was repeated. Cells were resuspended in 2% FBS with 1:5000 Sytox Blue and filtered through a 35 µm mesh in preparation for FACS using the Sony SH800 BRV instrument.

#### Instrument

The Sony SH800 BRV instrument was used.

#### Software

Cytobank 7.2 was used to analyze flow cytometry data.

#### Cell population abundance

Embryonic:

GFP-positive mesenchymal cells represent approximately half (40-60%) of all live cells in both stomach and intestine samples for both control and PRC2-ablated populations.

Purity was determined by running a negative control containing only Sytox Blue, without possessing GFP.

Adult:

GFP-positive cells represent about 2% of all viable cells. Purity was determined by running a negative control to establish true GFP signal.

#### Gating strategy

Embryonic:

Cells with low FSC and SSC were excluded, as this could represent debris. The largest fraction of suitably sized cells was collected, excluding larger sizes which may represent doublets or clumps of undigested cells. Cells were considered viable by Sytox Blue when they were below a set threshold, as per the manufacturer's directions. Thresholds for GFP expression were determined through the use of GFP-negative controls. Signal beyond this negative-control threshold was considered GFP-positive.

Adult:

The lowest FSC and SCS populations were excluded as these may represent debris. Given that PDGFRB-expressing cells are known to be large, we included much of the outlying population as well. Viability and GFP expression were determined in the same manner as embryonic tissues.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

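The data came from 12 RNA-seq libraries and 4 lists of accessible regions. Embryonic RNA-seq covered 8 libraries of sorted GFP+ mesenchymal cells at E13.5, with 2 from each of the control intestine, the *Eed* KO intestine, the control stomach and the *Eed* KO stomach. Adult RNA-seq covered 2 control and 2 *Eed* KO libraries of GFP+ cells sorted from the intestine. ATAC-seq covered the same 4 embryonic conditions, with 1 list of peaks for each.

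Embryonic libraries were stranded and made from poly(A) RNA, and adult libraries were unstranded and made with a low-input kit, with spike-in RNA added before library preparation. The authors trimmed the RNA-seq reads with Trimmomatic, aligned them with STAR to GRCm38/mm10 with the spike-in sequences, and obtained the gene counts with featureCounts on GENCODE vM4. The counts were deposited without normalization, as whole numbers for 43280 gene symbols and 99 spike-in transcripts, 92 ERCC and 7 SIRV. Per the file headers, adult counts were unstranded counts of read pairs summed by gene name. For ATAC-seq, the authors trimmed the reads, aligned them with BWA-mem, kept high-quality reads, pooled the replicates of each condition and called broad peaks with MACS2. As deposited, each peak has a fold enrichment over the MACS2 background. The authors also gave a -log10 q for each peak from MACS2, and the lists hold peaks down to a -log10 q near 1, including some on chromosome X.

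Counts on genes per library had a median of 36232258 in the embryonic and 11824470 in the adult libraries. The paper reports read pairs before counting, which is not the same measure. The 10 most abundant genes took 5.88% to 6.65% of the counts in embryonic libraries and 10.9% to 18.7% in adult libraries. Expression is given as CPM after TMM scaling unless the text says otherwise. Peak lists carry no read counts, so no counting error was computed for them.

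Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 with limma 3.58.1, after TMM scaling and the filterByExpr function for low counts. The embryonic fit had 4 group means and the adult fit had 2. Thresholds were an adjusted p under 0.05 and a log2 fold change above 1 in size, and for the interaction contrast an adjusted p under 0.2. Standard errors were obtained from the fold change and the F statistic. Where a group had no counts, the fold was computed as a lower bound against 3 counts, and with 1 to 3 counts a ratio with its 95% counting interval was computed. The procedure was tested on simulated data with 200 changed genes. In the adult comparison, 41% of these were recovered by edgeR and 57.5% by DESeq2, with 11 and 29 false calls.

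Genes named in the text are those the paper names for expression or accessibility, those labelled in its volcano and heat map panels, and in each comparison up to 5 genes with the largest change in each direction among DEGs with a mean of at least 1 CPM and no overlap between the groups. *Xist* and Y-linked genes served as a check of the sex of the embryos. Gene lists were scored as sets. They were *Hox* genes, PRC2-silenced developmental genes, secreted ligands, and markers of macrophages and leukocytes, antigen-presenting and B cells, endothelium, epithelium, mesenchyme, smooth muscle, enteric neural crest, erythroid cells, mesothelium, pancreas and skeletal muscle, with immediate early genes. The ligand list was drawn up for this purpose, since the curated database of the study was not used. The thresholds, tests, gene lists, the rule for named genes and most alternatives were set before the data were examined.

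The paper states that the stomach and intestine of each embryo were separated, but not which libraries share embryos. Deviations of same-numbered libraries from the group mean had a correlation of 0.400 between the control organs and 0.789 between the *Eed* KO organs. Between the genotypes, which share no embryos, it ranged from 0.153 to 0.305, so the pairing of the control organs is less certain. Sex-linked genes also matched, with Y-linked counts in replicate 1 of both *Eed* KO organs and almost none in replicate 2. Same-numbered libraries of a genotype were therefore taken as paired in an alternative with a block by embryo pool.

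Overlaps of gene lists were tested with hypergeometric and Fisher exact tests in R. Because the comparisons share control libraries, counts were also simulated from the fitted means, with the fitted dispersion increased by a factor of 2. There were 50 draws without any *Eed* KO effect and 50 draws with the *Eed* KO effects placed on random genes. Genes were exchanged within 20 bins of mean expression over both control organs. Correlations, clustering and tables were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Peaks were merged and overlapped by at least 1 bp with bedtools 2.31.1, and a promoter was the region within 1000 bp of the transcription start. The outermost annotated exon end of each gene served as its transcription start. For TPM, gene lengths came from the adult files.

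Alternatives were DESeq2 1.42.0, no filter on low counts, an RUVg factor from spike-in transcripts with at least 5 counts in at least 2 libraries in edgeR and in DESeq2, size factors from spike-in totals, fits of the compared libraries alone, a replicate block, calls by adjusted p alone, and leaving out each library in turn. For peaks, they were a -log10 q of at least 5, a fold enrichment of at least 4, overlap of 50% of each peak, and a promoter window of 5000 bp. For correlations, they were other pseudocounts, filters on low expression and TPM in place of counts. Differential accessibility, histone modifications, qPCR and imaging were not analysed here, because the lists hold no counts per replicate and the other experiments are of another kind.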

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

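The tests of endothelial cells, macrophages, the lowest antigen-presenting or B cell marker, mislabelled adult libraries, *Eed* loss in adult cells, and strain variants and PRC2 silencing in pseudogenes were chosen only after the result was seen.

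The interaction contrast found 75 genes whose change in *Eed* KO differed between intestine and stomach, a difference between the organs under the same deletion. The number was 187 with a replicate block and 350 with a block by embryo pool. Among the 75 genes, 33 were DEGs higher in the control intestine and 22 were DEGs higher in the control stomach. Regression to the mean was tested with draws in which *Eed* KO had no effect. The slope of the *Eed* KO organ difference on the control organ difference was 0.495, and the draws gave 0.816 to 0.891, which argues against this explanation as the whole cause. Shared control libraries were tested with *Eed* KO effects placed on random genes, which gave an overlap with organ DEGs of 9.07% to 13.8% where the libraries gave 23.7%. Random genes were matched on the mean of both control organs, so genes silent in 1 organ were not compared with other genes silent there. The difference of medians for intestinal DEGs was 0.63, outside the range from 0.23 to 0.39 in draws without any effect. When organ DEGs were chosen on 1 control replicate, the median organ difference in *Eed* KO was at most 0.778 of that in the other control replicate. When the organ difference came from 1 control replicate and the *Eed* KO change from the other, genes raised in an *Eed* KO organ still tended to be higher in the other control organ, with a lowest odds ratio of 18.8 (two-sided Fisher exact test, p = 0.00078). With scaling by spike-in totals, which calls most tested genes in *Eed* KO, the overlap says little, and the slope was 0.456. The values are consistent with an effect of PRC2 loss that depends on the organ, as a hypothesis found and tested on the same data.

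In embryonic *Eed* KO libraries, genes of endothelial cells, which the paper does not discuss, were higher than in control libraries. In the stomach, 10 of the 10 endothelial markers had a higher mean and 5 were called, with a median log2 fold change of 1.49 and a range from 0.31 to 5.46. In the intestine, 5 were called and adjusted over the list alone 8, with a median of 1.76. Levels were low. *Pecam1* was at 0.406 and 0.637 CPM in the control stomach and 2.36 and 4.88 CPM in the *Eed* KO stomach, and *Cdh5* was at 0.493 and 0.433 CPM in the control and 3.92 and 8.17 CPM in the *Eed* KO stomach. In the control libraries, 5 of the 10 markers were above 1 CPM in each organ, and no other list holds any of them. Endothelial cells among the sorted cells could account for this pattern, and release of these genes in mesenchymal cells could as well. These cannot be told apart, because the markers rise by unequal amounts, with *Tek* at 2.35 and 3.49 CPM in control and 3.51 and 6.72 CPM in *Eed* KO stomach libraries. Promoters also gained a peak for *Cdh5* in both *Eed* KO organs, *Esam* in the intestine and *Emcn* in the stomach, which either would give.

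In adult *Eed* KO libraries, 9 of 9 tested markers of macrophages and leukocytes were called higher, a signal in genes the paper does not discuss. Their median log2 fold change was 4.97, with a range from 4.04 to 5.93. *Ptprc* was at 77.1 and 66.8 CPM in control and 940 and 752 CPM in *Eed* KO libraries, and *C1qa* was at 33.3 and 73.6 CPM in control and 1570 and 1630 CPM in *Eed* KO libraries, as CPM of all gene counts. Control adult libraries already had 9 of the 10 listed markers above 1 CPM, and no other list holds any of them. Gene length bias was argued against by a Pearson correlation of -0.0531 between fold change and gene length across genes. A general increase of leukocytes could not be decided with the antigen-presenting and B cell markers, because they went both ways. Their median log2 fold change was 3.65, and *Cd74*, *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *Cd79b* were called higher. The lowest was -1.23 for *Cd79a*, which was called lower. A lower share of mesenchymal cells with all other cell types raised alike was argued against by the gap between the macrophage median and the endothelial median of 0.57, with a range from -0.48 to 2.61. Mesenchymal markers fell, with 6 of 9 called lower and a median of -1.60, and 3 of 6 smooth muscle markers were called higher, with a median of 0.87. Of the endothelial markers, 9 of 10 had a higher mean and *Pecam1* and *Cldn5* were called higher. Of the epithelial markers, 6 of 9 had a higher mean and *Spint1* was called higher, with a median of 0.80 and a range from -0.64 to 5.45. More endothelial or epithelial cells as a source of some calls and a change within the sorted cells cannot be told apart, because 9 endothelial and 8 epithelial markers were above 1 CPM in control adult libraries and few were called. For the macrophage genes, the values are consistent with more macrophages among the sorted cells, as a hypothesis, and whether they come from sorting or from the tissue of the mutant mice was not tested. Exchanged group labels were argued against by the DEGs of both embryonic *Eed* KO organs. Of these, 47 were called in the adult, 40 the same way and 7 the opposite way, and the directions went together (two-sided Fisher exact test, p = 0.0019). *Trim12a*, which lies near *Eed* and was lower in both embryonic organs, was at 36.1 and 24.5 CPM in control and 2.51 and 1.31 CPM in *Eed* KO adult libraries. Other mislabelling, such as a library from another sample of the same line, remains open, since *Eed* changed by only -0.32 between the groups.

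Of the genes named as predicted genes or pseudogenes, which the paper does not discuss, 25 were called in the same direction in both *Eed* KO organs, 13 higher and 12 lower. This is 7.79% of DEGs called the same way in both organs, and such genes are 8.47% of all tested genes (two-sided Fisher exact test, p = 0.76), so the class is not over-represented. *Gm4737* had 466 and 657 counts in the control and 4 and 6 counts in the *Eed* KO intestine, and 508 and 842 counts in the control and 4 and 4 counts in the *Eed* KO stomach. *Gm8822*, chosen after its values were seen, changed in only 1 of the *Eed* KO replicates, with 892 and 32 counts in the intestine and 738 and 29 in the stomach, against 18 to 48 in control libraries. Of 19 genes with a change above 3 on the log2 scale in both organs, 12 were tested in the adult libraries, although these libraries show little loss of *Eed* RNA. Of these, 9 moved the same way there, but only 4 were called. *Gm9625*, *Rps15a-ps3*, *Gm14165* and *Gm8730* moved by only 0.17 to 0.62. *Gm13394*, *Gm3608* and *Gm6768*, lower in both embryonic organs, had adult changes of 0.84, 0.80 and 1.34 and were not called. A strain variant between the lines is a candidate explanation. Release from silencing by PRC2 would raise genes, so the 12 lower genes argue against it for that part, and an indirect effect of *Eed* loss on them was not tested. For the 13 higher genes, a strain variant and release from silencing cannot be told apart, because the genotype and the line of the animals coincide and few of these genes were called in the adult.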

How the results depend on the processing

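The tests with a replicate block by embryo pool, without *Xist*, chromosome Y and genes near *Eed*, and with single libraries left out for the slope and the medians were chosen only after the data were seen.

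Size factors from spike-in totals changed most results. The share of spike-in counts was 4.27 times as high in the control as in the *Eed* KO stomach and 2.9 times as high in the intestine. This scaling shifted the median of all genes by 2.39 in the *Eed* KO stomach, 1.85 in the *Eed* KO intestine, 0.53 in the interaction, 0.30 between control organs and -0.47 in the adult. With it, 70 genes were higher in the control intestine and 85 in the control stomach, and the cause of these lower counts was not tested. In *Eed* KO, 15419 genes were higher and 19 lower in the stomach, and 13664 were higher and 24 lower in the intestine, with 13418 shared. The interaction called 20 genes, and 1154 genes were higher in the adult *Eed* KO. The share of *Eed* KO DEGs that were organ DEGs was 0.891%, the share for the stomach was 0.402% and that for the intestine was 0.527%, none of them above chance. With most tested genes called, these shares say little about the overlaps. The odds ratio for the interaction had no finite value, since it called none of the gastric DEGs.

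With 1 RUVg spike-in factor in edgeR, 269 genes were higher in the *Eed* KO stomach, 184 were higher and 62 lower in the *Eed* KO intestine, 173 were shared and the interaction called 164. With the factor in DESeq2, 360 genes were higher and 338 lower in the *Eed* KO stomach, 166 were lower in the *Eed* KO intestine and the interaction called 243. The share of higher genes among the calls in the stomach was thus smaller with the factor. DESeq2 alone gave 606 genes higher in the *Eed* KO intestine and 205 in the interaction. The fit without a low-count filter tests more genes and gave 198 genes lower in the *Eed* KO stomach, 734 higher and 66 lower in the *Eed* KO intestine, 554 shared and 237 in the interaction. Calls by adjusted p alone, which drop the limit on the fold change, gave 316 genes lower in the *Eed* KO stomach and 66 lower in the *Eed* KO intestine. The fit of intestinal libraries alone, with fewer libraries for the spread, gave 217 genes higher in the *Eed* KO intestine. Except where the setting itself shows it, the cause was not tested.

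Labels give the groups the same replicate numbers, and numbers shared between genotypes do not mark the same embryos. A replicate block across all groups gave 56 genes lower in the *Eed* KO intestine and 187 in the interaction. Deviations from the group mean had a correlation of 0.213 between the genotypes in the intestine and 0.153 in the stomach, lower than between the organs of a genotype. Pairs of unlike organ and genotype, which share no embryos, had 0.305 and 0.270, not far below the 0.400 of the control organs. In the adult, the correlation between genotypes was -0.085. The replicate block by embryo pool, with a block for each genotype and replicate number, gave 372 genes higher in the control intestine, 751 higher in the control stomach and 350 in the interaction, where the odds ratio was 2.12. Among named genes, it called *Hand1* and *Wnt2* in the interaction and changed no other call between control organs or in the interaction.

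Apart from the scaling by spike-in totals, the share of *Eed* KO DEGs that were organ DEGs ranged from 23.3% to 29.8%, and it was 24% without *Xist*, chromosome Y and genes near *Eed*. The slope was 0.456 to 0.508 over all settings and 0.477 to 0.518 with each library left out. The difference of medians was 0.63 to 0.71 for intestinal and 0.61 to 0.66 for gastric DEGs apart from spike-in totals and adjusted p alone, and 0.53 to 0.75 and 0.51 to 0.77 with each library left out. Adjusted p alone, which adds organ DEGs of smaller change, gave 0.39 and 0.46, and spike-in totals gave 2.38 and 1.54 relative to the shift of all genes. With each library left out in turn, the genes that kept their direction and a log2 fold change above 1 numbered 263 to 265 and 511 to 536 between control organs, 719 to 776 higher and 119 to 124 lower in the *Eed* KO stomach, 367 to 383 higher and 36 to 37 lower in the *Eed* KO intestine, 74 to 75 in the interaction, and 1733 to 1810 higher and 961 to 1056 lower in the adult. Clustering separated the organs first at each number of genes. For the 75 results of named genes, 804 values under alternatives stayed on their side of the thresholds or within the spread, 26 were weaker, 27 were stronger, 71 moved when a library was left out and none reversed. Under DESeq2 with the RUVg factor, 9 were weaker and 7 were stronger.

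For peaks, keeping those with a -log10 q of at least 5 gave 80103 merged regions with 52.1% in all lists, 71.9% of control regions in both organs, and 83% of intestinal and 84.3% of gastric control peaks overlapped. A fold enrichment of at least 4 gave 66704 regions with 48.9% in all lists, 69.8% in both control organs, and 82.8% and 81.7% overlapped. Overlap of at least 50% of each peak gave 65.7% and 58.9%. With promoters of 5000 bp, the share of DEG promoters with a peak in 1 list alone was 1.42% in the *Eed* KO stomach and 2.13% in the *Eed* KO intestine, neither of them significant. The correlation of ligands with the adult was 0.307 with ligands of at least 1 TPM and 0.435 with ligands that are DEGs, the correlation with the *Eed* KO intestine was 0.982 and 0.981, and that with the stomach was 0.945 with ligands of at least 1 TPM. The Pearson correlation of the organs was 0.972 with genes past the low-count filter, 0.978 with a pseudocount of 0.5 and 0.988 with TPM. The cause was not tested.

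The adult libraries have a lower depth and a larger spread, with a biological coefficient of variation of 29.1% against 15.8% in the embryonic libraries, and which of these limits the adult results more was not tested. A count of 0 there allows up to 0.263 CPM, and 41% of simulated changes were recovered, so ligands that were not called in the adult may still have changed, as 784 genes were lower with the RUVg factor and 1502 without a low-count filter.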

Differences from the paper's values

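Among genes higher in the *Eed* KO stomach, 11.5% were higher in the control intestine, against the paper's 19.6%. Of the alternatives set before the data were examined, DESeq2 (14.6%), no low-count filter (13.1%), the RUVg spike-in factor (16%) and DESeq2 with that factor (16.9%) came within 1.5 times the paper's value, and spike-in totals (0.402%), the replicate block (12.5%) and adjusted p alone (11.7%) did not.

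An altered organ difference was found for 33 DEGs of the control intestine, against the paper's 68, and for 22 DEGs of the control stomach, against the paper's 90. For the intestine, DESeq2 (72), no low-count filter (82), the RUVg factor (51), DESeq2 with the factor (66) and the replicate block (71) closed the gap, and spike-in totals (19) and adjusted p alone (36) did not. For the stomach, DESeq2 (68), no low-count filter (84), DESeq2 with the factor (82) and the replicate block (61) closed it, and the RUVg factor in edgeR (51), spike-in totals (0) and adjusted p alone (26) did not.

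In the stomach, 785 genes were higher and 131 were lower in *Eed* KO, against the paper's about 320 and about 430 in Fig. 3a, read by eye. For higher genes, the RUVg factor (269) and DESeq2 with it (360) closed the gap, and DESeq2 (865), no low-count filter (1070), spike-in totals (15419), the replicate block (1024), adjusted p alone (967) and the compared libraries alone (800) did not. For lower genes, DESeq2 with the factor (338) and adjusted p alone (316) closed it, and DESeq2 (161), no low-count filter (198), the RUVg factor in edgeR (161), spike-in totals (19), the replicate block (182) and the compared libraries alone (136) did not. In the intestine, 37 genes were lower, against the paper's about 200 in Fig. 3b, read by eye. DESeq2 with the factor (166) closed the gap, and DESeq2 (55), no low-count filter (66), the RUVg factor in edgeR (62), spike-in totals (24), the replicate block (56), adjusted p alone (66) and the compared libraries alone (27) did not. DESeq2 with a spike-in RUV factor is the setting nearest to the paper's methods, which do not give the number of factors.

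The Spearman correlation of ligands between the control embryonic and adult intestine was 0.501, against the paper's 0.785. With ligands of at least 1 TPM it was 0.307, with ligands that are DEGs 0.435, and with another pseudocount 0.501. The correlation with the *Eed* KO intestine was 0.974, against the paper's 0.902, with 0.982, 0.981 and 0.974 in the same order. The correlation with the control stomach was 0.95, against the paper's 0.963, with 0.945, 0.949 and 0.95. None of the alternatives set before the data were examined closed these gaps. The list of 189 ligands was drawn up without the curated database of the study, so these correlations are not on the paper's set of genes. The Pearson correlation between control organs was 0.983, against the paper's about 0.96 in Fig. S2b, read by eye. Genes past the low-count filter gave 0.972, a pseudocount of 0.5 gave 0.978 and TPM gave 0.988, and none closed the gap.

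The paper's text places *Wnt2* and *Wnt11* higher in the intestine than in the stomach. The log2 fold change for the intestine against the stomach was -4.08 for *Wnt2* and -1.04 for *Wnt11*, and both were negative under every setting run.

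The paper's text describes *Bmp4*, *Bmp5* and *Bmp7* as raised by *Eed* loss in the adult. The log2 fold changes were -1.98, -2.46 and -2.55, and all were negative under every setting run. The paper's text also describes *Wnt11* as raised in the embryonic mesenchyme. It was called in the stomach, and in the intestine its log2 fold change was 0.82 and was called with the RUVg factor and with DESeq2 and the factor. Spike-in totals called it too, with a change of 0.68 relative to the shift of all genes. The text describes *Wnt2* in the same way. It was called in the intestine, and in the stomach its log2 fold change was 1.73. There it was called with DESeq2, without a low-count filter, in the compared libraries alone and with the replicate block. Spike-in totals called *Wnt2* in the stomach too, but they call most tested genes there, so this says little.

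Figs. 3a and 3b label *Xist* among the DEGs of *Eed* KO. Its log2 fold change was -1.10 in the stomach and -1.60 in the intestine and was not called, and it was called with the RUVg factor in edgeR and in DESeq2.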

Other observations

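The tests of embryo sex, embryo pools, spike-in amounts and the loss of *Eed* in adult cells were chosen only after the result was seen.

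In embryonic *Eed* KO libraries, *Xist* differed between the replicates more than between the genotypes. It was at 0.0792 and 56.1 CPM in the *Eed* KO intestine and 0.0537 and 52.2 CPM in the *Eed* KO stomach, against 36.6 to 126 CPM in control libraries. The Y-linked gene *Ddx3y* was at 119 and 0 CPM in the *Eed* KO intestine, 132 and 0.0548 CPM in the *Eed* KO stomach, and 30.5 to 80.3 CPM in control libraries. This pattern is consistent with male embryos in *Eed* KO replicate 1, female embryos in replicate 2 and both sexes in control libraries. Male embryos would account for the low *Xist* in replicate 1. In replicate 2, *Xist* was below that of control replicate 1, at 126 CPM in the intestine and 75.6 CPM in the stomach, although these control libraries hold male cells, with *Ddx3y* at 45.1 and 30.5 CPM. This argues against sex as the whole cause. For the rest, a difference between the pools of embryos and an effect of *Eed* loss on *Xist* in female cells cannot be told apart, because there is 1 female pool of *Eed* KO embryos and none of control embryos.

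Spike-in transcripts took a smaller share of counts in *Eed* KO than in control libraries, 2.9 times smaller in the intestine and 4.27 times in the stomach. *Eed* KO replicates 1 and 2 also differed from each other, by a ratio of 2.65 in the intestine and 2.51 in the stomach. Unequal amounts of spike-in or of RNA per library could produce both, and so could more RNA per cell in *Eed* KO. These cannot be told apart, because cell numbers per library are not given with the counts.

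The RUVg factor took values of 0.035 and 0.535 in the *Eed* KO intestine and 0.14 and 0.53 in the *Eed* KO stomach, so it separates the *Eed* KO replicates. In the control intestine it was -0.187 and -0.308, and in the control stomach -0.414 and -0.332. The factor thus separates the genotypes as well, and fitting it may also remove part of an effect of *Eed* loss. The difference between replicates was compared for calls made with and without it. In the stomach, 191 genes were called with the factor in edgeR and not without it, and their median difference between the *Eed* KO replicates was 0.53, against 0.21 for genes called without the factor. In the intestine, the medians were 0.71 for 89 such genes and 0.22. With DESeq2, they were 0.56 and 0.25 in the stomach and 0.90 and 0.27 in the intestine. This comparison does not decide whether the added calls come from differences between the pools of embryos. Genes called without the factor are chosen for a small spread, and a factor that separates the replicates adds calls among genes that differ between them. An effect of *Eed* loss on these genes and a difference between the pools therefore cannot be told apart.

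DEGs called in the same direction in both *Eed* KO organs could come from variants linked to the *Eed* allele. Of 321 such genes, 9 (2.8%) lay within 20 Mb of *Eed*, against 1.55% of 15897 other tested genes (two-sided Fisher exact test, p = 0.1), which argues against linked variants as the source of most calls.

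*Vcp-rs* was higher in *Eed* KO replicate 1 of both organs, at 81.9 and 70.8 CPM, than in replicate 2, at 1.94 and 1.18 CPM. Its log2 fold change in the intestine was 4.69, and 0.24 without *Eed* KO replicate 1. If a variant moved reads from *Vcp* to this near-identical copy, their sum would not change. The sum was 85.9% of that in control, with 751 ± 126 CPM (SD, n = 4) in *Eed* KO and 874 ± 43.9 CPM (SD, n = 4) in control libraries. It was 686 and 618 CPM in the replicate 1 libraries. A moved set of reads and a true change cannot be told apart, because reads that match both copies may have been dropped in counting.

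In adult *Eed* KO libraries, *Eed* had a log2 fold change of -0.32, against -2.02 in the embryonic *Eed* KO intestine. Of 17 developmental genes silenced by PRC2, 2 were above 1 CPM in both control adult libraries and 0 in both adult *Eed* KO libraries, whereas in the embryonic stomach 4 were so in control and 13 in *Eed* KO libraries. In the adult, 2 of these genes were tested, 0 were called, and 0 had an unadjusted p under 0.05. The values would follow from little loss of *Eed* RNA in the sorted adult cells, which may include cells without the deletion. A different role of PRC2 in the adult was not tested. With 2 developmental genes tested, the absence of a call says little about the deletion. The paper gives the deletion efficiency of *Eed* in isolated pericryptal cells in Fig. S9a, which was not compared here.

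Markers of other cell types were scored in the same way. In the *Eed* KO stomach, 1 of 10 epithelial markers was called higher, with a median log2 fold change of 0.72 and 4 higher at an unadjusted p under 0.05. In the *Eed* KO intestine, 1 was called higher, or 6 adjusted over the list alone. The median there was 2.04, with a range from -0.60 to 6.45. Erythroid markers had a median log2 fold change of -2.04 in the stomach and -1.05 in the intestine, with 0 calls and 3 and 1 lower at an unadjusted p under 0.05. Enteric neural crest markers had medians of 0.41 and 0.53, with 0 calls and 1 higher at an unadjusted p under 0.05 in each organ. Mesothelial markers had medians of -0.32 and -0.10, and pancreatic markers 0.32 and -0.33, with 0 calls and 0 at an unadjusted p under 0.05. Among skeletal muscle markers, 1 of 4 was called higher in the stomach. Immediate early genes had medians of 0.35 and 0.40, with 0 calls and 0 and 1 higher at an unadjusted p under 0.05. Mesenchymal markers had medians of -0.15 and 0.01, with 0 calls and 0 at an unadjusted p under 0.05. In the adult, 1 of 4 enteric neural crest markers and 3 of 8 immediate early genes were called higher, with medians of 2.69 and 0.36. Pancreatic markers had a median of 4.50 with 3 of 3 higher over the list alone, and mesothelial markers had a median of -1.26 with 0 calls and 2 lower at an unadjusted p under 0.05.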
